# Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains

**DOI:** 10.1371/journal.pone.0139658

**Published:** 2015-10-01

**Authors:** Tian Li, Lin Ma, Yuke Geng, Chenyang Hao, Xinhong Chen, Xueyong Zhang

## Abstract

Plant microRNAs (miRNAs) have been shown to play critical roles in plant development. In this study, we employed small RNA combined with degradome sequencing to survey development-related miRNAs and their validated targets during wheat grain development. A total of 186 known miRNAs and 37 novel miRNAs were identified in four small RNA libraries. Moreover, a miRNA-like long hairpin locus was first identified to produce 21~22-nt phased siRNAs that act in *trans* to cleave target mRNAs. A comparison of the miRNAomes revealed that 55 miRNA families were differentially expressed during the grain development. Predicted and validated targets of these development-related miRNAs are involved in different cellular responses and metabolic processes including cell proliferation, auxin signaling, nutrient metabolism and gene expression. This study provides insight into the complex roles of miRNAs and their targets in regulating wheat grain development.

## Introduction

Wheat (*Triticum aestivum* L.) is the world’s major cereal crop and an important human food source. The development of wheat grain, a highly specialized organ for nutrient storage and reproductive success, is closely related to grain yield and quality [1]. The process of grain development involves meticulous and fine gene regulations at transcriptional and post-transcriptional levels [2,3]. So far, a multitude of regulatory factors that control grain development have been identified by a combination of genetic, biochemical and high-throughput sequencing approaches [1]. However, the relevant regulatory mechanism and complex regulatory network still need to be fully elucidated.

Plant small RNAs including microRNAs (miRNAs) and small interfering RNAs (siRNAs) are important regulators of gene expression at the transcriptional and post-transcriptional levels [4,5]. As well defined small RNA molecules, plant miRNAs are a class of 20–24 nt endogenous noncoding RNAs produced by highly precise excision from stem-loop precursors [6]. Plant miRNAs control the expression of genes encoding transcription factors, stress response proteins, and other important proteins, and play crucial roles in development, phytohormone signaling, nutrient homeostasis, biotic and abiotic stress adaption [5,7]. For instance, miR156 targets several different *SQUAMOSA PROMOTER-BINDING PROTEIN LIKE* (*SPL*) genes to affect many aspects of plant development, such as phase transition from the juvenile to the adult stage [8], trichome distribution during flowering [9], and plant architecture [10]. Moreover, miR396 regulates expression of *GROWTH REGULATING FACTOR* (*GRF*) genes involved in the control of cell proliferation during leaf and root development [11,12]. Therefore, accumulating evidence places miRNAs in a central position within gene expression programs that underlie plant development [13].

Increasing evidence indicates that miRNAs are also involved in the regulation of seed/grain development in crop plants. In rice, *OsSPL16/GW8*, one of miR156 target genes, controls grain size and shape by promoting cell division and grain filling [14]. Interestingly, overexpression of miR397 can improve rice yield by increasing grain size and promoting panicle branching [15]. Moreover, a high-throughput sequencing approach is widely applied to identify grain-specific miRNAs or differentially expressed miRNAs at diverse stages of grain development [16–20]. Meng *et al*. [18] identified 104 miRNAs associated with grain filling in wheat, and proposed that these miRNAs might target genes involved in various biological processes, including metabolism, transcription, cell organization and biogenesis, and signal transduction. Using similar methods, Han *et al*. [19] found that four known miRNA families and 22 novel miRNAs were preferentially expressed in developing seeds, participating in the regulation of wheat seed development and metabolism. Sun *et al*. [20] performed a whole-genome analysis of miRNAs and their targets in 11 wheat tissues, and characterized a total of 323 novel miRNAs belonging to 276 families. Nevertheless, previous studies were mostly focused on miRNA expression and novel miRNA discovery during grain development, whereas systematic experimental confirmation of the miRNA targets in the wheat grain was relatively deficient, especially for wheat-specific miRNAs [20].

Degradome sequencing is an efficient tool to identify small RNA targets on a large scale in plants [21–23]. In the present study, we aimed to identify development-associated miRNAs and their regulated targets in wheat grains at different days post anthesis (DPA) using small RNA and degradome sequencing. Four small RNA libraries (7, 14, 21 and 28 DPA grains) and two degradome libraries were sequenced. A total of 186 known miRNAs and 37 novel miRNAs were identified in our libraries. Interestingly, a miRNA-like long hairpin locus was first identified in wheat to produce 21~22-nt phased trans-acting siRNAs (ta-siRNAs). Based on sequencing data, 55 miRNA families were differentially expressed during grain development. Among these differentially expressed miRNA families, almost half of their targets were confirmed by degradome sequencing. These validated targets are involved in different cellular responses and metabolic processes, indicating the complex roles of miRNAs and their targets in the regulation of grain development.

## Materials and Methods

### Plant material and RNA isolation

Wheat (*Triticum aestivum* cv. Chinese Spring) was grown at the experimental field of Chinese Academy of Agricultural Sciences in Beijing under normal agronomic conditions. Wheat grains were collected at 7, 14, 21 and 28 DPA, snap-frozen in liquid nitrogen, and then stored at –80°C for further use. Total RNA was extracted from the frozen grains using Concert^TM^ Plant RNA Reagent (Invitrogen) according to the manufacturer’s instructions. RNA integrity was evaluated by Agilent 2100 Bioanalyzer (Agilent Technologies).

### Small RNA and degradome library construction and sequencing

To construct four small RNA libraries, total RNA (20 μg) from 7, 14, 21 and 28 DPA grains was separated by 15% polyacrylamide gel electrophoresis, and RNA molecules in the range of 18–30 nt were enriched and ligated to the 5′ and 3′ RNA adapters. The samples were used as templates for cDNA synthesis and the resulting cDNA was amplified to generate sequencing libraries. High-throughput sequencing of the four libraries was performed on an Illumina Hiseq 2000 platform.

For two degradome library construction, RNA samples were prepared as follows: equal quantities (20 μg) of total RNA isolated from 7 and 14 DPA grains were mixed together to construct the degradome library I, and equal quantities of total RNA from 21 and 28 DPA grains were mixed together to construct the degradome library II. Degradome cDNA libraries using sliced ends of polyadenylated transcripts were constructed based on a previously described method [21,24]. Degradome sequencing was performed on an Illumina GAIIx platform.

### Bioinformatic analysis of sequencing data

Raw reads from the small RNA libraries were first filtered to remove low-quality reads and other contaminants, and the resulting clean reads (18–28 nt) were used for subsequent analysis. Clean reads originating from rRNA, tRNA, snRNA, and snoRNA were analyzed by BLAST search against Sanger Rfam data [25]. Known miRNA sequences in our libraries were searched through BLAST analysis against the miRBase (version 21, http://www.mirbase.org), and sequences with less than 2 mismatches with known miRNAs in miRbase were considered known miRNAs. To evaluate the availability of wheat EST and unigene resources, all the clean reads were aligned against NCBI wheat EST database and DFCI Wheat Gene Index (ftp://occams.dfci.harvard.edu/pub/bio/tgi/data/Triticum_aestivum/). As described previously [26], potential miRNA precursors from the corresponding ESTs or unigenes were predicted using mireap (http://sourceforge.net/projects/mireap) and visualized by using the mfold web server [27]. Sequences were deemed as candidate novel miRNAs if they could be mapped to predicted hairpin structural precursors and were not annotated to known miRNAs or other non-coding RNAs.

Degradome analysis and identification of the sliced miRNA targets were performed according to the CleaveLand 3.0 pipeline [28]. Small RNA target prediction was run against wheat ESTs and unigenes using TargetFinder [29]. Degradome reads were mapped to wheat ESTs and unigenes to generate a degradome density file. Both the degradome density file and target predictions were compared and significant hits were identified as target plots (t-plots) [22].

The wheat small RNA and degradome sequencing data were submitted to NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE65799.

### Expression of miRNAs based on sequencing data

The abundances of known and novel miRNAs in each library were normalized as transcripts per million (TPM) as described [18]. For discovery of differentially expressed miRNAs among four libraries, the miRNA families with abundances greater than 10 TPM in at least one library were subjected to evaluate the statistical significance of the differences between the highest and lowest abundance levels of each miRNA according to the formula described [30]. miRNAs with statistically significant differences in expression were considered grain development-related miRNAs, and selected to perform hierarchical cluster analysis as described [31].

### RNA ligase-mediated 5′ RACE

To map and validate the cleavage sites in target mRNAs, RNA ligase-mediated rapid amplification of 5′ cDNA ends (5′ RACE) was performed by using the FirstChoice RLM-RACE Kit (Ambion) as described previously [32]. In brief, poly(A)^+^ mRNA was enriched from equally mixed total grain RNA using the Oligotex mRNA Mini Kit (Qiagen), and then ligated directly to the 5′ RACE adapter according to the manufacturer’s instructions. Two gene-specific primers were used for each RACE (S1 Table).

### Quantitative real-time PCR (qRT-PCR)

Quantification of miRNA expression by qRT-PCR was performed as described [33]. Briefly, 3 μg of total RNA, including miRNAs, was polyadenylated and reverse-transcribed with a poly(T) adapter into cDNAs for real-time PCR using a miRcute miRNA cDNA synthesis kit (Tiangen, China). The miRNA-specific forward primers were designed according to the entire miRNA sequences (S1 Table), and the sequence complementary to the poly(T) adapter was used as the reverse primer. For qRT-PCR analysis of target mRNAs, 3 μg of total RNA were reverse-transcribed using the SuperScript II System (Invitrogen) to generate cDNA. The qPCR assay of miRNAs and target mRNAs was performed on a 7500 Real-time PCR system (Applied Biosystems) using SYBR Premix Ex Taq (Takara). The wheat *actin* gene [AB181991] was used as the internal reference [34]. Gene expression levels were presented as fold-change calculated using the comparative C_T_ method [35]. All the primers used are listed in S1 Table.

## Results

### Overview of high-throughput sequencing data

To investigate wheat grain development, we collected grains at 7, 14, 21 and 28 DPA, which covered the most significant changes in weight and size during grain development (data not shown). 

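Each of the 4 stages, 7, 14, 21 and 28 DPA, was represented by 1 small RNA library from grains of common wheat, without replicates. A difference between 2 stages is therefore a difference between 2 libraries and has no replicate check. For each library the authors deposited every distinct sequence of 18 to 47 nt with its raw read count, after removal of low-quality reads and other contaminants and without alignment to a genome. The sequences of 18 to 28 nt, which are the paper's clean reads, summed to 17133120 reads at 7 DPA, 14988782 at 14 DPA, 30638998 at 21 DPA and 10090349 at 28 DPA. At these depths 1 read equalled 0.0584 TPM at 7 DPA, 0.0667 TPM at 14 DPA, 0.0326 TPM at 21 DPA and 0.0991 TPM at 28 DPA. Taking 3 reads as the smallest abundance that can be shown, the floor was 0.175 TPM at 7 DPA, 0.200 TPM at 14 DPA, 0.0979 TPM at 21 DPA and 0.297 TPM at 28 DPA. Shares of reads are given with 95% Wilson binomial intervals. Reads amplified by PCR are not independent molecules, so these intervals and floors cover counting error only.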

Four small RNA libraries were then constructed using total RNA from 7, 14, 21 and 28 DPA grains. 

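The unique reads were counted within each library, at 2706941 for 7 DPA, 3367889 for 14 DPA, 2429108 for 21 DPA and 890644 for 28 DPA. A sequence present in several libraries enters their sum several times. Over the 4 libraries together there were 8339795 distinct sequences, of which 62931 (0.755%) occurred in every library. Sequences read a single time made up 46.1% of the unique reads at 7 DPA, 44.9% at 14 DPA, 16.5% at 21 DPA and 33.9% at 28 DPA. The mean number of reads per unique sequence was 6.33 at 7 DPA, 4.45 at 14 DPA, 12.6 at 21 DPA and 11.3 at 28 DPA. At 7 and 14 DPA the number of unique sequences fell steadily with the number of reads per sequence. At 21 DPA it fell from 399734 sequences with 1 read to 127366 with 2 reads and then rose to 221418 sequences with 6 reads. At 28 DPA it fell from 301715 sequences with 1 read to 57440 with 2 and 43717 with 3 reads and then rose to 51400 with 7 reads. Scaled down to 5000000 reads per library, the expected number of unique sequences was 1317612 at 7 DPA, 1769748 at 14 DPA, 1466835 at 21 DPA and 712012 at 28 DPA.

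**Figure D1:**
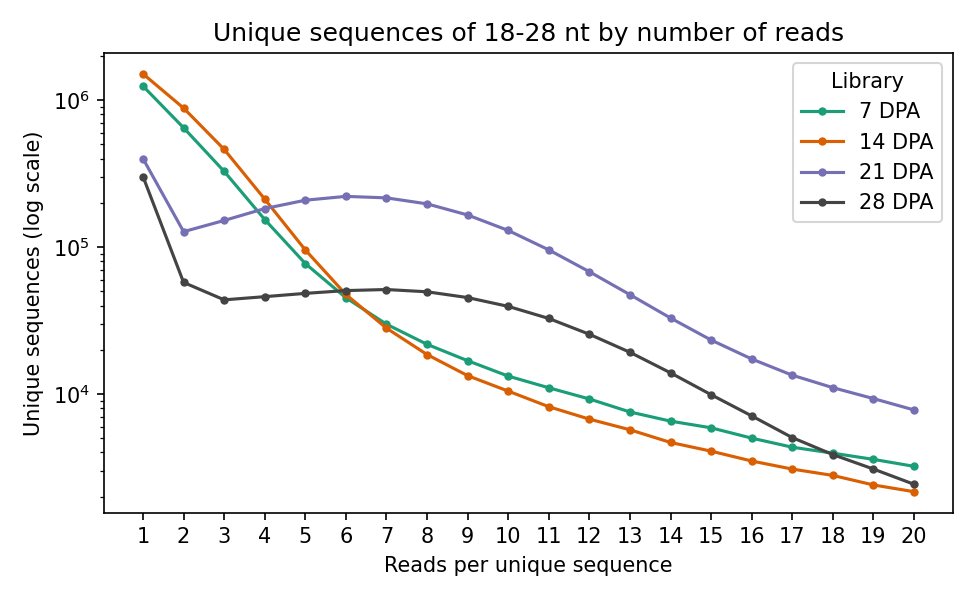
Number of unique sequences of 18 to 28 nt (log axis) that were read 1 to 20 times in each of the 4 libraries. The lines for 7 and 14 DPA fall throughout, while those for 21 and 28 DPA rise again to 6 and 7 reads per sequence.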

After high-throughput sequencing, a total of 72,851,249 clean reads (18–28 nt) representing 9,394,582 unique reads were obtained from four small RNA libraries (Table 1). Furthermore, two degradome libraries were also constructed and sequenced (Table 1). In total, 12,405,890 redundant reads were yielded from degradome library I (a mixed library of 7 and 14 DPA grains), and 10,963,967 redundant reads were generated from degradome library II (a mixed library of 21 and 28 DPA grains), respectively. By BLAST analysis, all the clean reads were aligned to the wheat ESTs and unigenes, generating 25,137,627 (34.50%) and 10,980,206 (46.98%) EST-matched reads for small RNA libraries and degradome libraries, respectively (Table 1).

**Table 1:** Read statistics in four small RNA libraries and two degradome libraries.

	Libraries	Redundant reads		Unique reads	
		Total clean	Wheat EST-matched^a^	Total clean	Wheat EST-matched^a^
Small RNA sequencing	7 DPA grains	17,133,120	5,378,231 (31.39%)	2,706,941	549,509 (20.3%)
	14 DPA grains	14,988,782	5,328,512 (35.55%)	3,367,889	663,371 (19.4%)
	21 DPA grains	30,638,998	10,306,959 (33.64%)	2,429,108	558,695 (23.0%)
	28 DPA grains	10,090,349	4,123,925 (40.87%)	890,644	240,652 (27.02%)
Degradome sequencing	Degradome library I^b^	12,405,890	5,676,935 (45.76%)	2,492,157	810,449 (32.52%)
	Degradome library II^c^	10,963,967	5,303,271 (48.37%)	2,096,312	753,205 (35.93%)

^a^ Reads matching NCBI wheat EST database and DFCI Wheat Gene Index.

^b^ A mixed library composed of 7 and 14 DPA grains.

^c^ A mixed library composed of 21 and 28 DPA grains.

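Reads were counted as known miRNAs when they matched one of the 179 distinct mature sequences of S3 and S4 Tables. A match was the sequence itself, a tag with each end within 2 nt of it, or a tag of the same length with up to 2 mismatches. This gave 447054 reads at 7 DPA, or 2.61% of the clean reads (interval 2.60 to 2.62%). At 14 DPA it gave 230041 reads (1.53%, interval 1.53 to 1.54%). The corresponding values were 305457 reads (0.997%, interval 0.993 to 1.00%) at 21 DPA and 144031 reads (1.43%, interval 1.42 to 1.43%) at 28 DPA. With exact matches alone, the shares were 2.34% at 7 DPA, 1.28% at 14 DPA, 0.821% at 21 DPA and 1.22% at 28 DPA. The rRNA, tRNA and snRNA/snoRNA classes were not analysed here.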

The small RNA sequences can be clustered into several RNA classes such as known miRNAs, rRNA, tRNA, snRNA/snoRNA and others (S2 Table). 

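Between 20 and 24 nt lay 77.5% of the clean reads at 7 DPA (interval 77.4 to 77.5%), 75.8% at 14 DPA (75.8 to 75.9%), 76.4% at 21 DPA (76.4 to 76.5%) and 70.2% at 28 DPA (70.2 to 70.3%). When the sequences of 29 to 47 nt in the same libraries were added to the total, the lowest of these shares, at 28 DPA, became 60.0%. Among unique reads the lowest share was 77.5%.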

For size distribution of small RNAs, 20–24 nt sequences accounte for more than 70% of the total clean reads in four small RNA libraries (S1 Fig). Consistent with previous findings in wheat grains [18,19], 24 nt reads are the most abundant class, approximately 35%–50% of redundant reads and 42%–60% of unique reads.

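The 24-nt class held 8617739 reads at 7 DPA (50.3%, interval 50.28 to 50.32%), 6674387 at 14 DPA (44.5%, interval 44.50 to 44.55%), 13889680 at 21 DPA (45.3%, interval 45.32 to 45.35%) and 3554841 at 28 DPA (35.2%, interval 35.20 to 35.26%). It held 50.6% of the unique reads at 7 DPA, 60.4% at 14 DPA, 53.8% at 21 DPA and 42.8% at 28 DPA. The next most abundant length by reads was 23 nt at 7, 14 and 21 DPA, with 8.85%, 9.46% and 10.5% of the reads. At 28 DPA it was 22 nt, with 10.5%. The 24-nt share at 28 DPA was the lowest of the 4 libraries both by reads and by unique reads.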

### Known miRNAs expressed in developing wheat grains

Currently, miRBase (release 21) lists 119 mature miRNA sequences cloned or predicted in wheat, far less than those in *Arabidopsis* and rice. To maximize the number of known miRNAs in our libraries, the clean reads were aligned against both miRNA sequences deposited in miRBase and other reported wheat miRNAs [18,20,36,37]. The criteria of the BLAST search required no more than two mismatches with the annotated miRNA sequences. In total, 186 known miRNAs were identified in the four small RNA libraries (S3 and S4 Tables). In addition to 102 known wheat miRNAs in miRBase and 39 reported wheat miRNAs, 45 known miRNAs were also identified based on their conservation in other plant species. 

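Of the 186 names in S3 and S4 Tables, 184 had at least 1 read in the 4 libraries when end variants within 2 nt were counted with the listed sequence. No read was found for miR1119 or miR1125 in this counting, which allows no mismatch, while the paper's search allowed up to 2. The paper gives 0.29 TPM for miR1119 at 21 DPA and 0.2 TPM for miR1125 at 14 DPA. The exact listed sequence was read for 173 names, and 179 names had at least 5 reads. Several names share a sequence, so the 186 names stand for 179 distinct sequences, of which 122 were read in every library. Their abundances were uneven. The mean over the libraries exceeded 100 TPM for 18 sequences and was below 1 TPM for 55. The median sequence had a mean of 3.85 TPM. The clean reads were matched here only to the listed sequences, so the paper's search of miRBase was not repeated.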

For these 45 conserved miRNAs, 15 miRNA precursors could be identified based on the NCBI EST sequences, as shown in S2 Fig. Interestingly, miR395b-d were arranged in clusters (S2 Fig), indicating that the cluster arrangement of miR395 family is also conserved among monocots and dicots [38].

To accurately compare miRNA expression among the four libraries, the abundances of known miRNAs were normalized to transcripts per million (TPM). 

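TPM values were computed here from the clean reads of the library. Each listed mature sequence was counted together with the tags whose ends both lay within 2 nt of its ends, with identical bases where the 2 overlapped. Each tag was assigned to 1 listed sequence only. The paper counts such variants on the precursors, and that restriction was not applied here. End variants raised the reads of known miRNAs by 7.39% at 7 DPA, 12.9% at 14 DPA, 16.8% at 21 DPA and 8.31% at 28 DPA. Adding tags with mismatches raised them by a further 3.80%, 5.91%, 3.98% and 7.71%, respectively. Scaling by edgeR's TMM factors over the miRNA families shifted all log2 abundances of a library together, by -0.31 at 7 DPA, -0.36 at 14 DPA, 0.41 at 21 DPA and 0.26 at 28 DPA. With DESeq2's size factors the shifts were -0.18, -0.53, 0.48 and 0.23. With the reads of 20 to 22 nt as library size they were 0.22, -0.03, 0.05 and -0.24.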

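The miR165/166 family had 227353 reads (13270 TPM) at 7 DPA, 63732 reads (4252 TPM) at 14 DPA, 90219 reads (2945 TPM) at 21 DPA and 37179 reads (3685 TPM) at 28 DPA. The mean was 6038 TPM (interval 6002 to 6074 TPM). The choice of scaling and read filter moved this mean to between 5587 TPM with TMM factors and 6455 TPM with sequences of at least 2 reads. Most reads belonged to the sequence shared by miR166a and miR166b, which averaged 5649 TPM. The members miR166d and miR166g differ from it at position 4 alone, counted from the 5′ end. Their reads came to 1.71% and 0.0876% of those of miR166a at 7 DPA and to 0.00340% and 0.00226% at 21 DPA. The family made up 38.7% of the mean abundance of all known miRNAs, which was 15618 TPM. Its share was 52.8% at 7 DPA, 29.3% at 14 DPA, 30.7% at 21 DPA and 27.8% at 28 DPA.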

The most abundant miRNA family in our libraries was miR165/166 (5,697 TPM on the average), accounting for 37.6% of the total sequence reads from all known miRNAs. 

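The miR2009 family had 80123 reads (4676 TPM) at 7 DPA, 60527 reads (4038 TPM) at 14 DPA, 90180 reads (2943 TPM) at 21 DPA and 59970 reads (5943 TPM) at 28 DPA, with a mean of 4400 TPM (interval 4368 to 4433 TPM). Nearly all of them belonged to miR2009a, with a mean of 4315 TPM. Its members in S3 and S4 Tables, without miR2009b.2 of Table 2, held 44.3% of the known miRNA abundance at 28 DPA, more than miR165/166, and 30.4% at 21 DPA, slightly less. Its highest library was 28 DPA by TPM, with TMM factors and with DESeq2's size factors, but 7 DPA when scaled to the reads of 20 to 22 nt. The conserved miR396 family came next, with a mean of 1353 TPM, followed by miR319 with 354.9 TPM.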

*Tritucum*-specific miR2009 [36] was the second most abundant miRNA family in the libraries with an average abundance of 4,439 TPM, suggesting that non-conserved miRNAs may constitute a large unique category of miRNAs in wheat grains. Furthermore, most identified miRNA*s had far less abundance than the corresponding miRNAs. However, several miRNA*s showed an even higher sequencing frequency than did the corresponding miRNAs, including miR169b-3p, miR9655-5p and miR9670-5p (S3 Table). 

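For 7 precursors both arms are listed. The reads of miR169b-3p outnumbered those of miR169b-5p by 8094 to 118 over the 4 libraries, a ratio of 68.6. The 3p arm held 98.6% of the reads of the pair (interval 98.3 to 98.8%). The ratio fell from 116.1 at 7 DPA to 1.57 at 28 DPA, where the counts were 47 and 30. Most of these 30 reads were end variants. With exact sequences alone, the 28 DPA values were 4.66 TPM for miR169b-3p and 0.694 TPM for miR169b-5p. miR9655-5p had 7704 reads against 1454 for miR9655-3p, a ratio of 5.30 (84.1% of the pair, interval 83.4 to 84.9%), and this ratio rose from 2.62 at 14 DPA to 26.5 at 28 DPA. miR9670-5p had 2380 reads against 43 for miR9670-3p, a ratio of 55.3 (98.2%, interval 97.6 to 98.7%). In each of these 3 pairs the named arm was the more abundant in all 4 libraries. With exact sequences alone the ratio was 142.8 for miR169b, 5.15 for miR9655 and 64.2 for miR9670. In the miR9662a pair the 5p arm had 16100 reads against 7558 for the 3p arm. There the 3p arm was the more abundant at 14 DPA only, with 192.3 TPM against 79.7 TPM.

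**Figure D2:**
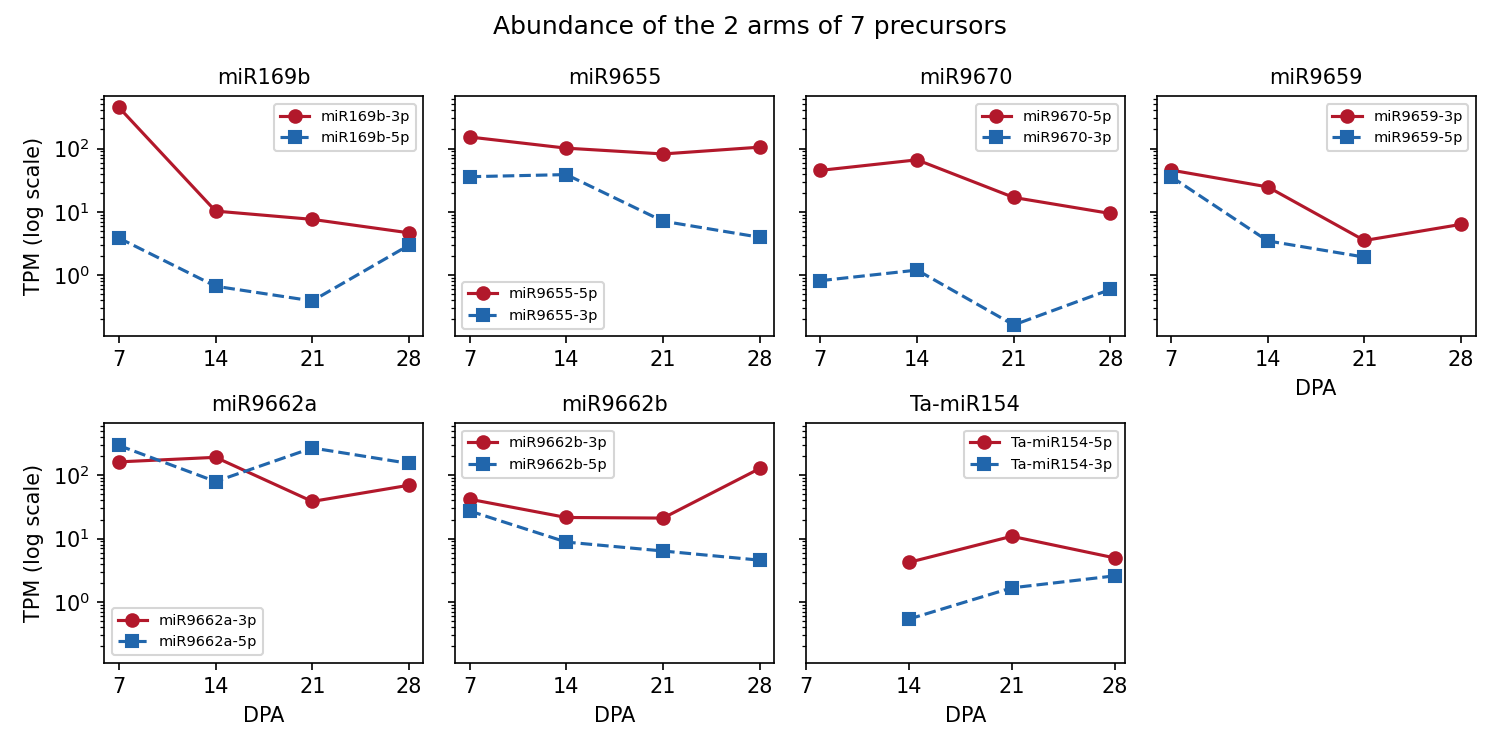
Abundance (TPM, log axis) of the 2 arms of 7 precursors at 7, 14, 21 and 28 DPA, with 1 library per stage. Libraries without a read of an arm have no point. The arms of miR169b approach each other at 28 DPA, and those of miR9662a cross.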

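Tags of the same length with 1 or 2 mismatches were found for 158 of the 179 distinct known sequences. They comprised 2959 tags with 53250 reads over the 4 libraries, 2062 of the tags with 1 mismatch and 897 with 2. The mismatches were unevenly placed along the tags. At position 4, counted from the 5′ end, lay 20.0% of the reads with 1 mismatch at 7 DPA, 19.8% at 14 DPA and 34.4% at 28 DPA, but 0.644% at 21 DPA. Among the 200 most abundant tags of a library, the median share of reads with a substitution at position 4 was 0.475% at 7 DPA, 0.441% at 14 DPA, 1.31% at 28 DPA and 0.0160% at 21 DPA. At the other 17 of the 18 positions compared, the median share was 0.0526%, 0.0597%, 0.0520% and 0.0251% at 7, 14, 28 and 21 DPA.

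**Figure D3:**
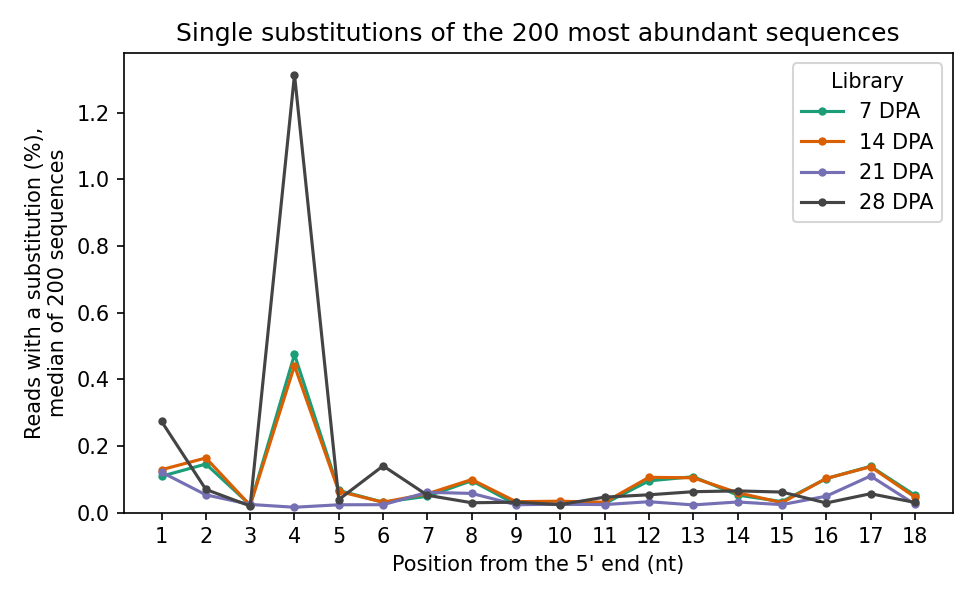
Median share of reads with a substitution at each of the first 18 positions from the 5′ end, over the 200 most abundant sequences of each library. The lines for 7, 14 and 28 DPA rise at position 4, to 0.475%, 0.441% and 1.31%, and the line for 21 DPA does not.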

On the other hand, many variants were observed with no more than 2 nt mismatches with the annotated miRNA sequences. These variants might be generated from the same loci as reported miRNAs, or by different loci in the complex wheat genome. Eleven miRNA variants were more abundant and substituted for the reported miRNA sequences such as miR156a, miR399 and miR408 (S3 and S4 Tables).

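S3 and S4 Tables mark 11 substituted variants. For 8 of them the listed variant had more reads than any other tag of the same length within 2 mismatches. The variant of miR156a had 1975 reads, and its nearest relative 10. For miR408 the counts were 527 and 4. The largest was miR9669, with 11306 reads against 51. The variant of miR399 had fewer reads than a tag of the same length within 2 mismatches, which had 254. miR9674a had 1569 reads against 10146 of miR9674b, and miR2023b had 6 reads against 117 of miR2023a. These 2 relatives are themselves listed as known miRNAs, and the paper compares each variant with the reported sequence that it replaces. When end variants were included among the relatives, the count of leading variants was 7.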

### Novel candidate miRNAs identified in the four small RNA libraries

Based on known miRNA identification, seven newly identified miRNAs were considered as new members of known wheat miRNAs, including miR2009b.2 and c.2, miR5048.2, miR5175b and c, miR9654c and miR9655b (Table 2). These seven miRNAs originate from known wheat miRNA loci at different positions or new loci with sequence homology to known wheat miRNAs. 

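Among these 7 miRNAs, miR5048.2 was the most abundant, with 133.7 TPM at 7 DPA, 295.8 TPM at 14 DPA, 98.4 TPM at 21 DPA and 236.1 TPM at 28 DPA. miR9655b averaged 59.0 TPM, and miR2009b.2 and miR2009c.2, which have the same sequence, averaged 58.0 TPM. Lower means were obtained for miR5175b (5.49 TPM), miR9654c (2.65 TPM) and miR5175c (0.680 TPM). No read of miR5175c was found at 28 DPA.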

According to secondary structure prediction and criteria for annotation of plant miRNAs [6], 30 novel candidate miRNA loci were identified and named miRn1 to miRn21 (Table 2), and their stem-loop structures are shown in S2 Fig. None of these novel miRNAs have been found in other plant species including *Arabidopsis* or rice, indicating that they are wheat-specific. 

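The 37 newly identified miRNAs of Table 2 have 31 distinct sequences. Of these, 26 stayed below 100 TPM in every library and 27 were read in every library. The median sequence averaged 10.9 TPM. The 5 sequences above 100 TPM in at least 1 library were miR5048.2, Ta-miRn13, Ta-miRn6a, Ta-miRn6b and Ta-miRn8. Ta-miRn13 reached 226.9 TPM at 21 DPA and Ta-miRn6b 176.5 TPM at 21 DPA. Of the Ta-miRn families discussed with their targets in the paper, Ta-miRn7 averaged 70.2 TPM, Ta-miRn3 23.9 TPM and Ta-miRn10 5.45 TPM. For Ta-miRn10 the values at 7, 14, 21 and 28 DPA were 4.20, 9.14, 6.56 and 1.88 TPM. Table 2 gives 3.09, 2.80, 1.21 and 0.00 TPM, and exact sequences gave 2.74, 1.93, 0.653 and 0 TPM. With exact sequences alone, 29 sequences stayed below 100 TPM.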

Compared with highly conserved miRNAs, most novel miRNAs had abundances of less than 100 TPM and might be expressed at moderate to low levels. The majority of newly identified miRNAs are 20–21 nt in length (Table 2), matching with the size of canonical miRNAs processed by Dicer-like proteins. Furthermore, almost one-half of them have corresponding sequenced miRNA*s, increasing the confidence that they are authentic wheat miRNAs.

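By name, 31 of the 37 miRNAs of Table 2 are 20 or 21 nt long. Of the 31 distinct sequences, 1 is 20 nt, 25 are 21 nt, 4 are 22 nt and 1, Ta-miRn11, is 24 nt. The 4 sequences of 22 nt are those of miR5048.2, miR2009b.2, miR9654c and miR9655b. Ta-miRn11 had 20.4 TPM at 7 DPA, 22.3 TPM at 14 DPA, 8.84 TPM at 21 DPA and 16.9 TPM at 28 DPA.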

**Table 2:** Newly identified 37 miRNAs in four small RNA libraries.

miRNA ID	Len	Sequence (5′–3′)	TPM^‡^				miR*^║^	Precursor
	(nt)		7 DPA	14 DPA	21 DPA	28 DPA		(EST No.)
tae-miR2009b.2	22	UGAGAAGGCAGAUCAUAAUAGC	67.53	57.24	32.02	73.24	Y	DR736484
tae-miR2009c.2	22	UGAGAAGGCAGAUCAUAAUAGC	67.53	57.24	32.02	73.24	Y	CK193889
tae-miR5048.2	22	UAUAUUUGCAGGUUUUAGGUCU	138.74	309.97	104.25	243.10	N	CJ629474
tae-miR5175b	21	UUCCAAAUUACUCGUCGUGAU	3.09	13.54	1.76	1.78	N	HX015772
tae-miR5175c	21	UUCCGAUUUACUCGUCGUGGU	0.35	0.20	0.20	0.00	N	HX013251
tae-miR9654c	22	UUCCGAAAGGCUUGAAGCAAAU	2.45	4.4	0.03	0.4	N	CA737852
tae-miR9655b	22	UGGCUACUUCCUUUCCCUUGCC	72.08	65.12	49.38	49.25	N	CV779317
Ta-miRn1	21	UUUCUUCUUCCUCUUCCUACC	31.69	8.14	2.38	0.30	N	CD935885
Ta-miRn2	21	UUGAGUCAUCUAUUUUGGAAC	7.53	5.54	3.85	4.06	Y	DR739812
Ta-miRn3a	21	UGGACGAGUAAUUCCGAACGG	9.28	9.81	8.88	2.97	N	CD881394
Ta-miRn3b	21	UAGACGAGUAAUUCCGAACGG	2.45	2.34	0.88	0.00	N	BJ249702
Ta-miRn4a	21	UCUGUAAACUAAUAUAAGAGC	6.71	8.27	2.02	0.00	Y	CJ706003
Ta-miRn4b	21	UCUGUAAACUAAUAUAAGAGC	6.71	8.27	2.02	0.00	Y	CJ788080
Ta-miRn5	21	UCACAAAUAUAAGAUGUUCUG	4.96	4.47	3.69	3.07	N	JV876054
Ta-miRn6a	21	UCUUCUGUAGAAAUAGGCACC	7.30	43.70	36.49	14.17	N	HX200139
Ta-miRn6b	21	UCUCCUGUAGAAAUAGGCACC	24.11	106.55	82.80	31.91	N	CA644455
Ta-miRn7a	21	UUAGAGAUUUCAAUAUGGACU	23.58	41.10	50.49	34.69	N	BJ268299
Ta-miRn7b	21	UUAGAGAUUUCAAUACGGACU	7.88	15.48	21.80	19.03	N	BJ273584
Ta-miRn7c	21	UUAGAGAUUCCACUACGGACU	4.55	8.87	6.89	6.05	N	HX036959
Ta-miRn8a	21	CUCCGUUCCAAAAUAGAUGAC	115.74	60.71	14.75	5.15	Y	HX035580
Ta-miRn8b	21	CUCCGUUCCAAAAUAGAUGAC	115.74	60.71	14.75	5.15	Y	HX163183
Ta-miRn8c	21	CUCCGUUCCAAAAUAGAUGAC	115.74	60.71	14.75	5.15	Y	HX032309
Ta-miRn9	21	CAAGUUAUGCAGUUGCUGCCU	9.51	0.47	0.00	0.00	N	HP621130
Ta-miRn10	21	CCACGACGAGUAAAUCGGAAC	3.09	2.80	1.21	0.00	N	CJ849101
Ta-miRn11	24	ACGGACUCCCCGCAGCCUCCACCC	20.08	21.82	8.68	16.95	N	GH731699
Ta-miRn12	21	AUCCAUAUUAGUUGUCGCUGA	5.19	4.80	1.37	1.49	N	CA632670
Ta-miRn13a	21	UUUAGAGAUUUCAAAUGGACU	17.74	55.37	207.45	183.34	Y	CD887655
Ta-miRn13b	21	UUUAGAGAUUUCAAAUGGACU	17.74	55.37	207.45	183.34	Y	CV782135
Ta-miRn14	21	UUCGGAAUUACUUGUCGCAGA	8.46	7.81	12.66	15.16	Y	CJ610100
Ta-miRn15	21	AUUACUUGUCUUGGAUUUGUC	20.02	10.87	19.81	0.10	Y	CJ786514
Ta-miRn16	21	AUUACUCGUCGCAGAAAUGGA	8.58	3.74	8.09	8.32	N	CD907788
Ta-miRn17	21	CAUUUCCGAGACAAGUAAUUC	52.35	27.89	8.52	0.00	Y	CK193033
Ta-miRn18	21	UCCGUCCCAUAAUAUAAGAGC	4.26	2.74	0.72	1.09	Y	CJ631979
Ta-miRn19a	20	UUUAUCACCGCCUCUUUCUC	21.83	8.61	3.26	0.40	Y	GAEF01081951
Ta-miRn19b	20	UUUAUCACCGCCUCUUUCUC	21.83	8.61	3.26	0.40	Y	GAEF01081952
Ta-miRn20	21	UCGAGAUCCAACGGCUGAGGU	8.29	6.14	2.58	5.85	N	JW008285
Ta-miRn21	21	UGUCUCGGAUAUGGAUGUAUC	2.86	2.94	9.69	20.91	Y	JV914483

‡ TPM: transcripts per million. miRNA abundance was scored according to the reads of defined miRNAs and their ± 2 nt variants on the precursors.

║ Y: miRNA* species (or ± 1 nt variants) for their corresponding miRNAs were sequenced in our small RNA libraries. N: miRNA* unsequenced.

To further investigate the functions of new miRNAs, we predicted their targets in wheat (S5 Table). Unlike the conserved miRNAs whose targets are mainly transcription factors [7], the majority of new miRNAs are predicted to have a diverse set of target genes encoding protein kinases, disease resistance proteins, other enzymes or even unknown proteins, indicating that these miRNAs are widely involved in the regulation of various biological processes including cell metabolism and signaling transduction. Cleavage of target mRNAs mediated by some new miRNAs has been validated by degradome sequencing data (Fig 1). These verified targets had at least one degradome tag with a 5′ end precisely opposite the 10th nucleotide of the miRNAs, which is a characteristic feature of miRNA-guided slicing [22]. Both miR5048.2 and Ta-miRn3 target a class of mRNAs encoding cysteine-rich receptor-like protein kinases (Fig 1). Furthermore, Ta-miRn1, Ta-miRn7, Ta-miRn8 and Ta-miRn10 target mRNAs encoding disease resistance proteins, cell division protein ftsY homologs, a MIT (microtubule interacting and transport) domain protein and an unknown protein, respectively (Fig 1).

**Fig 1:**
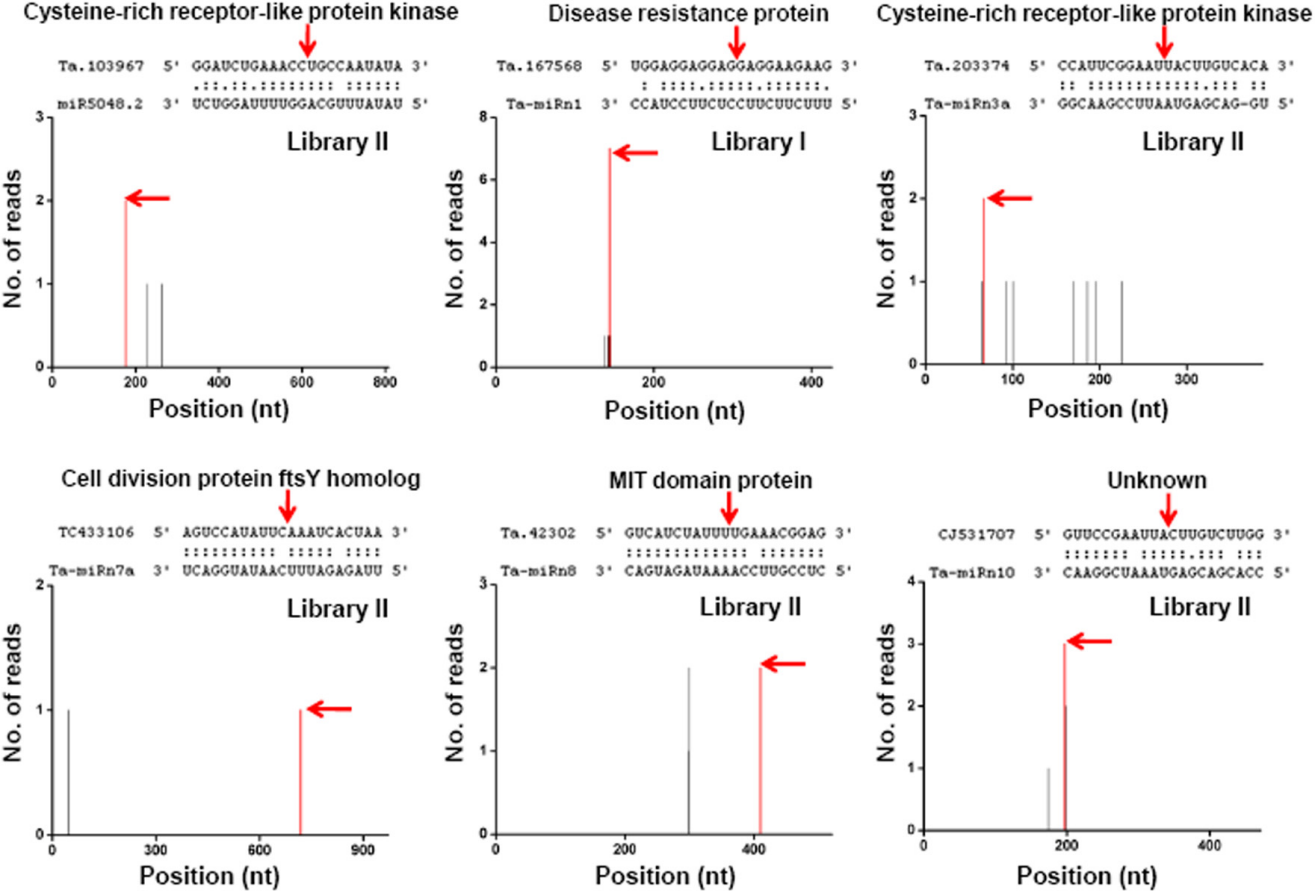
Validated targets of newly identified miRNAs using degradome sequencing. The target plots (t-plots) show sequence abundances (read counts) throughout the length of the indicated transcripts. The arrows in the t-plot indicate significant sequences consistent with miRNA-directed cleavage. miRNA:mRNA alignments along with the cleavage positions are shown above. Representative data origins from degradome libraries I or II are also indicated in the t-plots.

### Identification of a long miRNA-like hairpin locus generating phased trans-acting siRNAs

Trans-acting siRNAs (ta-siRNAs) are an important clade of regulatory small RNAs that are also capable of altering gene expression [4]. The *TAS3* locus, a well characterized conserved miR390 target, generates phased ta-siRNAs that mediated cleavage of *ARF3* and *ARF4* mRNAs [29]. After searching wheat ta-siRNAs generated from *TAS3* locus as described [39], we found that they were of very low abundance in our libraries (TPM less than 1), and their targets were not well supported by our degradome sequencing data, suggesting that these ta-siRNAs might be inactive in wheat grains. However, we also identified a long miRNA-like locus (NCBI EST No. JV867359) generating 21–22 nt phased small RNAs (Figs 2A and S3). This locus was originally identified by us as a new miRNA precursor, but then considered as a phased small RNA-related locus after investigating the distributions and numbers of unique sequences along the precursor.

**Fig 2:**
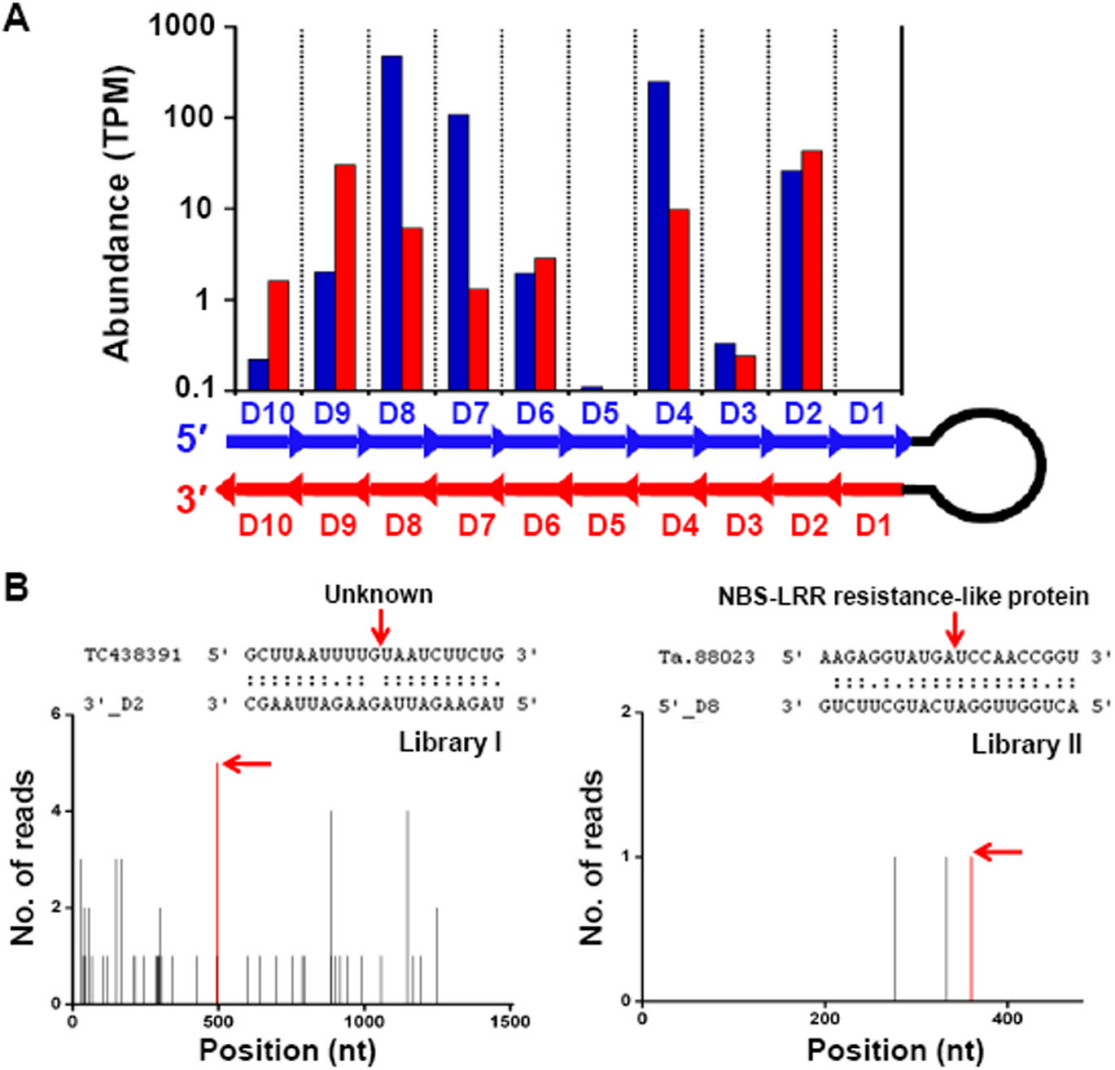
A miRNA-like long hairpin producing phased 21~22-nt ta-siRNAs. (A) Abundant small RNAs were generated from ten phases of the long hairpin, with red and blue bars representing sequences from the 5′ and 3′ arms, respectively. Their corresponding abundances are shown above as columns in the same color. (B) Degradome analysis confirmed the cleavage of target mRNAs guided by 3′_D2 and 5′_D8. The t-plots showed absolute sequence abundances over the target mRNAs, with red arrows indicating sequence reads consistent with siRNA-directed cleavage. Representative data origins from degradome libraries I or II are also indicated in the t-plots.

As shown in Fig 2A, large numbers of reads were produced from ten 21–22 nt phases, with 5′_D sequences more abundant than 3′_D sequences on average. 

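Fig 2B gives the sequence of 2 of these phased small RNAs, and both were read in every library. The sequence of 5′_D8, ACUGGUUGGAUCAUGCUUCUG, had 446.0 TPM at 7 DPA (interval 436.1 to 456.1 TPM), 443.7 TPM at 14 DPA (433.2 to 454.5 TPM), 244.4 TPM at 21 DPA (238.9 to 250.0 TPM) and 788.0 TPM at 28 DPA (770.9 to 805.5 TPM). The sequence of 3′_D2, UAGAAGAUUAGAAGAUUAAGC, had 102.7 TPM at 7 DPA (98.0 to 107.6 TPM), 31.7 TPM at 14 DPA (29.0 to 34.7 TPM), 26.1 TPM at 21 DPA (24.3 to 27.9 TPM) and 14.0 TPM at 28 DPA (11.8 to 16.5 TPM). Their means were 480.5 TPM and 43.6 TPM, and 384.3 TPM and 25.6 TPM with exact sequences alone. The other phases were not analysed here.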

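The sense sequences of 5′_D8 and 3′_D2 had 29730 and 3175 reads over the 4 libraries. Their reverse complements, searched with the same allowance of 2 nt at each end, had 0 reads in every library. The smallest abundance that could be shown was the floor of 3 reads per library. Strand was not examined for the rest of the locus.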

Unlike the *TAS3* locus where ta-siRNAs are generated from double-stranded RNA, this long miRNA-like locus produces more than 95% of the total small RNAs on one strand. Similar loci with long hairpin structures have been found in rice [16], but our identified locus has a very different sequence compared to those in rice, inferring it is first defined in wheat. Target genes could be predicted for some of the 20 phased small RNAs from both hairpin arms. Cleavage of TC438391 by 3′_D2 and Ta.88023 by 5′_D8 was verified by degradome sequencing data (Fig 2B), confirming that these small RNAs can be classified as ta-siRNAs. TC438391 is a transcript with unknown function, whereas Ta.88023 encodes a NBS-LRR resistance-like protein. Except 3′_D2 and 5′_D8, other ta-siRNAs from this locus might have unknown functions and regulate different targets in a tissue-specific manner.

### Differentially expressed miRNA families in the development of wheat grains

To explore the potential regulatory roles of miRNAs in grain development, we analyzed differential expression profiles of miRNA families including known and novel miRNAs. 

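Of the 149 families formed from S3 Table, S4 Table and Table 2, 72 had more than 10 TPM in at least 1 library, and 89 had more than 5 TPM. The families were those that Fig 3 names. Where Fig 3 shows a single arm of a precursor, the other arm was kept as a family of its own. miR390, which the paper discusses for TAS3, stayed below the filter with 2.11 TPM on average, as did miR395 with 0.106 TPM.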

To minimize noise and improve accuracy, we selected only the miRNAs with abundances over 10 TPM in at least one library for comparison. 

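For each family the library with the highest TPM was compared with the library with the lowest, by a two-sided Fisher's exact test of its reads against the other clean reads. The paper's text cites a formula for its P without naming it. All 72 families had an unadjusted p under 0.01, among them all 55 families of Fig 3. The weakest was miR397, which Fig 3 does not list, with 10.7 TPM at 14 DPA and 7.70 TPM at 7 DPA (p = 0.00488, Fisher's exact test, 1.39-fold). With Benjamini-Hochberg adjustment all 72 still passed. The highest and lowest libraries were picked from the same reads that were then tested, and this adjustment does not allow for that choice. In simulated libraries without any change and with counting noise alone, the test called 5 of 63 families. The test compares the reads of 2 libraries and leaves out variation between grains of the same stage. When such variation was assumed, with a biological coefficient of variation of 0.4 in edgeR's exact test, 37 families and 31 of the 55 passed. With a coefficient of 0.2, 63 and 50 passed. The median fold change over the 72 families was 5.55, 7 families changed less than 2-fold, and 5 had no read in their lowest library. Among families read in both libraries, the largest decreases were those of Ta-miRn1, from 32.5 TPM at 7 DPA to 0.297 TPM at 28 DPA (109.2-fold), and of miR169b-3p, 96.0-fold from 7 to 28 DPA. The value of Ta-miRn1 at 28 DPA rests on 3 reads, and with 0.5 reads added to each count its log2 change was 6.55 against 6.57 for miR169b-3p, so the order of the 2 is not fixed. They were followed by miR408 with a 73.0-fold increase from 7 to 28 DPA, Ta-miRn19 with a 55.1-fold decrease from 7 to 28 DPA and miR9666 with a 46.9-fold increase from 7 to 21 DPA. Under each scaling tried, these 5 families kept their highest library.

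**Figure D4:**
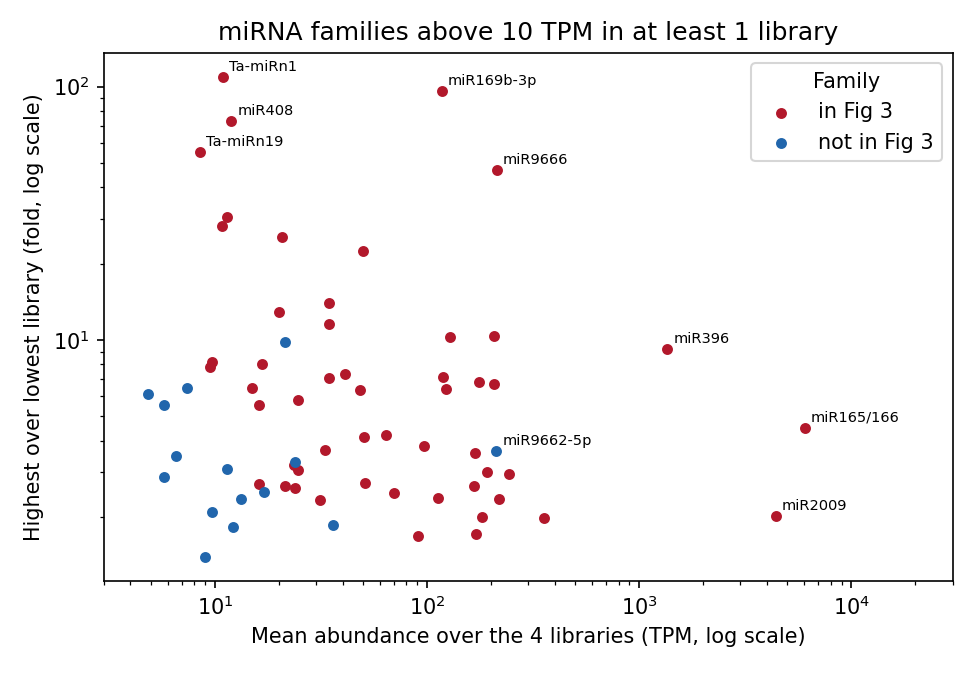
Ratio of the highest to the lowest library against mean abundance (TPM), both on log axes, with 1 point per family above 10 TPM in at least 1 library. The 5 families without a read in their lowest library are not drawn. Families of Fig 3 reach 109.2-fold.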

After statistical assessment (*P* < 0.01) and cluster analysis (Fig 3), 55 miRNA families including 45 known and 10 novel miRNAs exhibited differential expression during grain development and clustered into five groups (I–V) with similar profiles. miRNAs with a single expression peak at 7 DPA, 14 DPA, 21 DPA or 28 DPA were classified as Group I, II, III or IV. 

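In the TPM values computed here, the highest library was that of the group's stage for all 15 families of Group I, 12 of the 15 of Group II, 6 of the 11 of Group III and 4 of the 5 of Group IV. The exceptions in Group II were miR5064 and miR9679, highest at 7 DPA, and Ta-miRn6, highest at 21 DPA. In Group III, miR894, miR827, miR319 and miR6478 were highest at 14 DPA and Ta-miRn15 at 7 DPA. In Group IV, Ta-miRn13 was highest at 21 DPA. The exceptions of Ta-miRn6 and Ta-miRn13 depended on end variants. With exact sequences, Ta-miRn6a had 28.6 TPM at 14 DPA and 14.4 TPM at 21 DPA, and Ta-miRn6b 84.2 and 55.5 TPM. Ta-miRn13 then had 92.9 TPM at 28 DPA and 73.5 TPM at 21 DPA. The paper's own values also place miR9679 highest at 7 DPA (31.75 TPM) and Ta-miRn13 at 21 DPA (207.45 TPM). Some of these exceptions could not be told apart from the stage of their group, since the intervals overlapped. For miR5064 they were 32.7 to 38.4 TPM at 7 DPA and 32.4 to 38.4 TPM at 14 DPA. For Ta-miRn15 they were 18.7 to 23.1 TPM at 7 DPA and 18.6 to 21.8 TPM at 21 DPA. For miR827 they were 65.2 to 73.6 TPM at 14 DPA and 62.2 to 67.9 TPM at 21 DPA. The stage of the peak depended on the scaling and on the counting of reads. With DESeq2's size factors all 11 families of Group III were highest at 21 DPA, and with TMM factors 10 of them were. The same 2 scalings gave 10 and 11 of the 15 families of Group II, 15 and 14 of the 15 of Group I and 4 of the 5 of Group IV. With end variants within 1 nt, 14 of the 15 families of Group II and all 5 of Group IV were highest at their group's stage. Group III then stayed at 6 of 11, and was 5 with exact sequences or with mismatches. Over the 55 families, the highest library changed with at least 1 of the 3 other scalings for 18.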

Group V included miRNAs with two separate expression peaks at 14 DPA and 28 DPA. For 13 highly conserved miRNA families differentially expressed in wheat grain development (Fig 3), five (miR165/166, miR171, miR393, miR396 and miR444), three (miR156, miR164 and miR168), two (miR319 and miR827), one (miR408) and two miRNAs (miR159 and miR167) belonged to Group I, II, III, IV and V, respectively. The different expression patterns of these miRNAs indicate that they control grain development in a temporal manner. It is noted that some development-related miRNAs including miR156, miR167 and miR827 were also indentified by previous studies [18,19], demonstrating their important regulatory roles in wheat grain development.

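Among the 13 conserved families, miR396 fell from 3282 TPM at 7 DPA to 357.1 TPM at 28 DPA, miR171 from 38.5 TPM to 6.94 TPM and miR393 from 59.8 TPM to 2.77 TPM. The decrease of miR444 was from 52.6 TPM at 7 DPA to 14.3 TPM at 21 DPA. At 14 DPA, miR156 reached 137.7 TPM and miR168 303.9 TPM, 4.20-fold and 7.12-fold over their lowest library, 21 DPA. miR408 had 0.584 TPM at 7 DPA, 2.80 TPM at 14 DPA, 1.86 TPM at 21 DPA and 42.6 TPM at 28 DPA. For miR319 the values were 242.5 TPM at 7 DPA, 479.5 TPM at 14 DPA, 428.3 TPM at 21 DPA and 269.3 TPM at 28 DPA, so that its highest library was 14 DPA, or 21 DPA with TMM factors or DESeq2's size factors. In 8 of the 9 families of Group V, the 21 DPA value lay below both the 14 and the 28 DPA values and one of these was the highest. Of these, miR159 had 155.0 TPM at 14 DPA, 40.5 TPM at 21 DPA and 114.2 TPM at 28 DPA, and miR167 had 382.6 TPM, 129.3 TPM and 256.2 TPM. Scaled with TMM factors or DESeq2's size factors, miR159 and miR167 were highest at 28 DPA. miR5071, the remaining family of Group V, was lowest at 14 DPA, with 69.2 TPM (interval 65.1 to 73.5 TPM). Its interval at 21 DPA, 68.6 to 74.6 TPM, overlapped. The 14 DPA value also depended on counting, at 200.3 TPM with mismatches, and the paper gives 113.23 TPM. The number of Group V families with the course of the other 8 was 7 of 9 with TMM factors, 6 with DESeq2's size factors and 4 when scaled to the reads of 20 to 22 nt. Under the alternatives for counting it was 7 with exact sequences or with mismatches, 8 with end variants within 1 nt or shortened variants, and 9 with sequences of at least 2 reads. From profiles that differ in this way, the paper reasons that the conserved families act at different times of grain development.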

**Fig 3:**
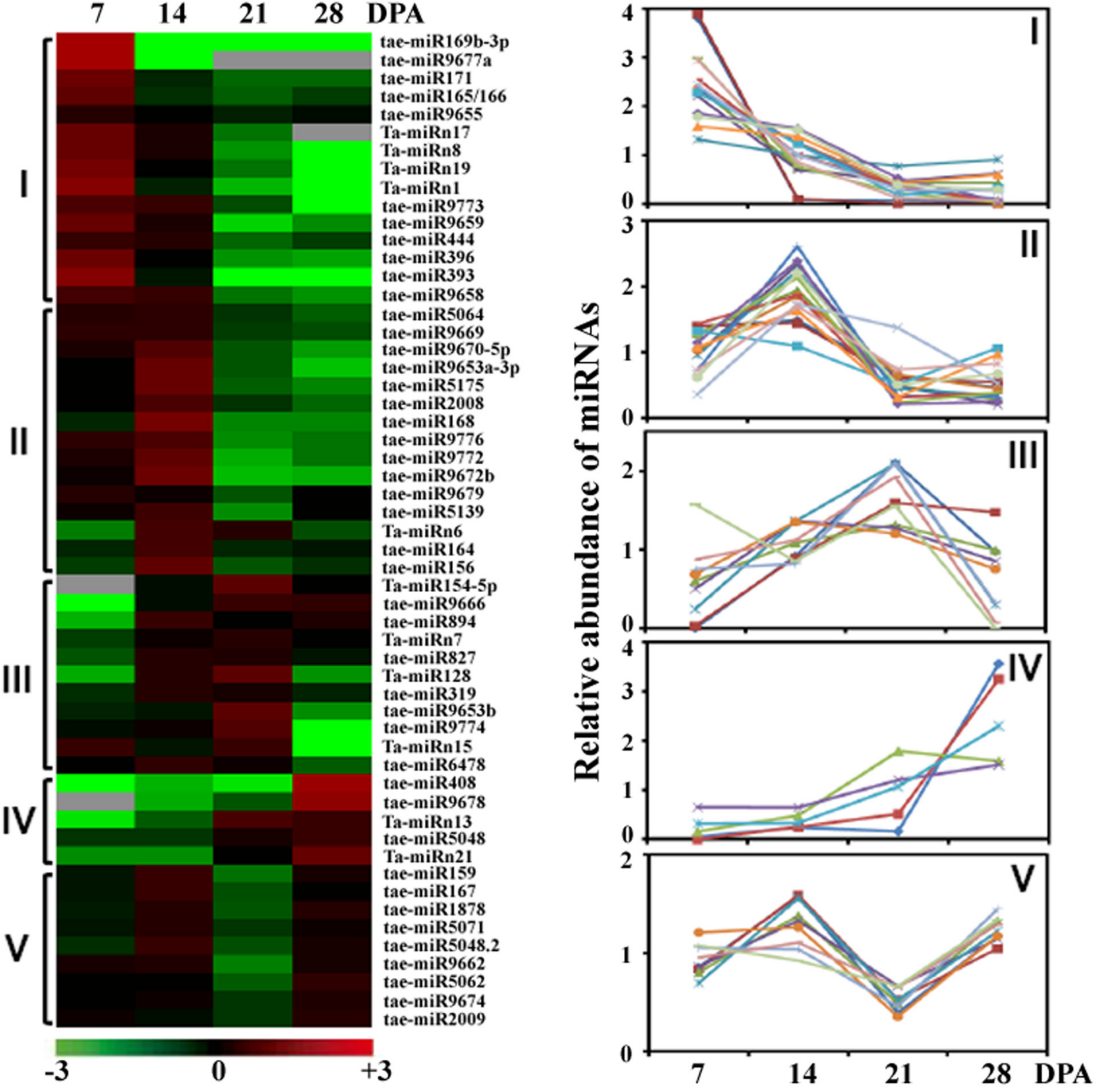
The 55 wheat grain development-related miRNAs. Hierarchical cluster analysis of 55 differentially expressed miRNAs in wheat grains (7–28 DPA) was performed by comparing miRNA abundances (TPM) in each library to the average of the four libraries. Color scale indicates fold-change as log_2_, from high (red) to low (green). Five miRNA clusters are shown on the right.

### Targets of development-related miRNAs in wheat grains

To further investigate the functions of the 55 development-related miRNAs differentially expressed during grain development, we performed target prediction combined with degradome analysis (S6 Table). The targets for highly conserved miRNAs were mostly supported by degradome sequencing data (S6 Table). Most verified targets/miRNA modules were highly conserved among monocots and dicots, such as *SPLs*/miR156, *NACs*/miR164, *HOXs*/miR166, *ARFs*/miR167, *SCL1*/miR171, *TCPs*/miR319, *GRFs*/miR396, *SPX*/miR827 (Fig 4A). In particular, miR164 was validated to regulate a new class of targets encoding phytosulfokine-alpha 1 precursor (PSK1). This regulation is also present in rice but absent in *Arabidopsis* [40], indicating it is less conserved and emerged more recently in evolution. To further confirm the degradome data, we selected three targets of conserved miRNAs for validation using rapid amplification of 5′ cDNA ends (5′ RACE). As shown in Fig 4B, the major cleavage sites of TC398770 (*SCL1*) and TC398226 (*TCP*) were present at the canonical position, consistent with corresponding degradome data (Fig 4A). In addition, miR156-mediated cleavage of Ta.6374 (*SPL13*) mRNA, which was weakly identified by degradome data (Fig 4A), was also verified by 5′ RACE, indicating that these targets of conserved miRNAs can be well supported by degradome data combined with 5′ RACE.

**Fig 4:**
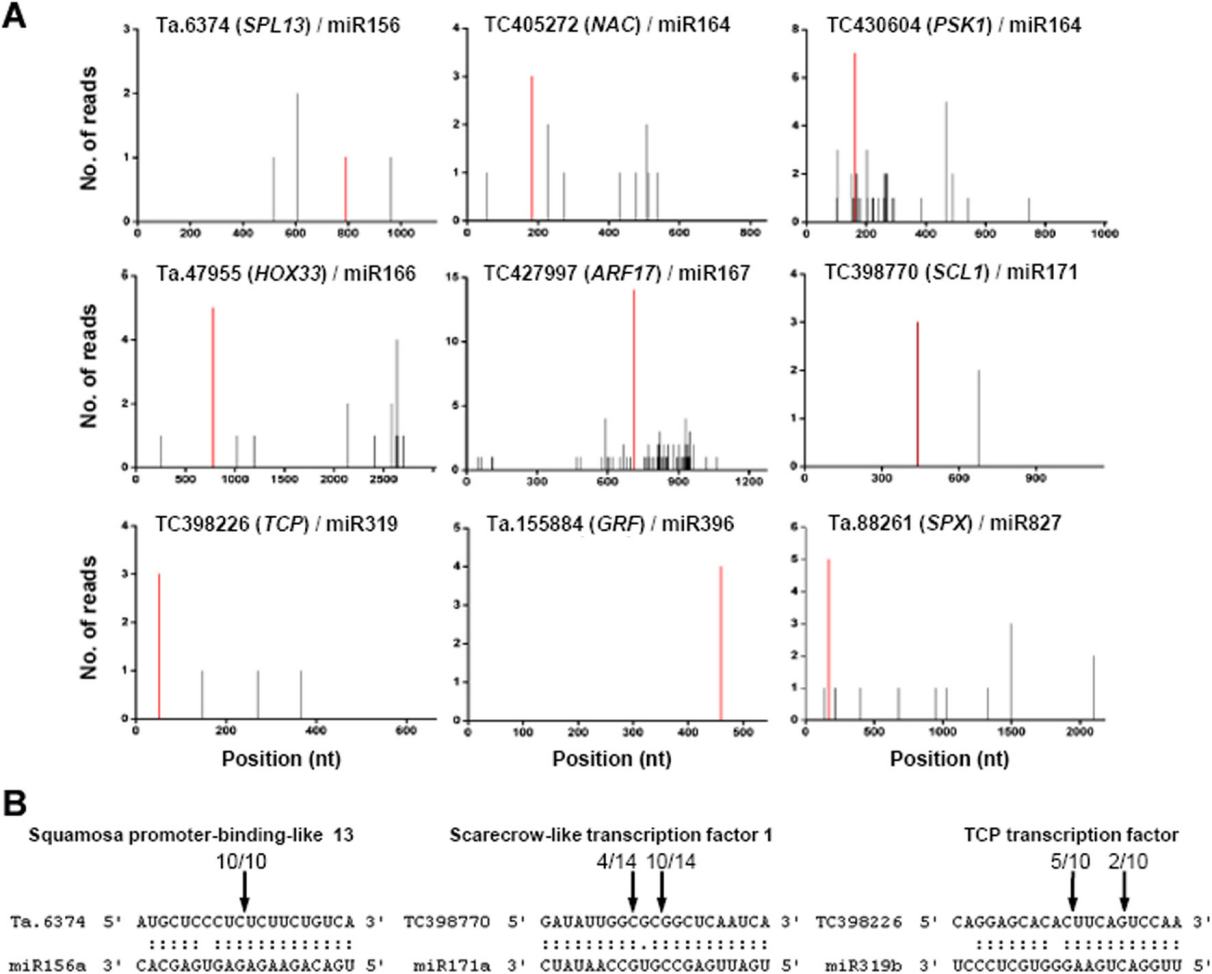
Verified targets of conserved development-related miRNAs. (A) Confirmation of target mRNA cleavage by degradome sequencing. The t-plots show sequence abundances in the position of the target transcripts, with red lines indicating sequence reads consistent with miRNA-directed cleavage. All the data of the t-plots originated from degradome library II. (B) Mapping of target mRNA cleavage sites using 5′-RACE. Arrows indicate cleavage sites and the number shows the frequency of sequenced clones.

For wheat-specific miRNAs related to grain development, only a small fraction of their targets could be confirmed by degradome data (S6 Table). However, there were complex regulatory patterns present among these non-conserved miRNAs and their targets. For example, two different miRNAs, miR9662 and miR9670, were predicted to target TC453857 transcript at the C1 or C2 sites (Fig 5A). Degradome data confirmed that this target could be cleaved at each site, but the cleavage frequency was most abundant at the C2 site targeted by miR9670 (Fig 5A), indicating that some targets may be preferentially regulated by two or even more different miRNAs in a combinatorial manner. More interestingly, we also found a target with multiple nearly identical miRNA sites at different positions. As shown in Fig 5B, there are at least eight sites of miR9666 distributed in tandem or individually on the TC389301 transcript. Degradome data verified cleavage at four sites (C1–C4), and the C3 site had many more observed cleavages than other sites (Fig 5B). We supposed that multiple miRNA sites at one target might originate from insertion and/or duplication of repeat sequences in the genome. We also identified TC402663 as a major target of miR2009 in wheat grains despite as many as 4.0 mismatches, because this target had much more abundant reads in its predicted cleavage site than other targets of miR2009 (S4 Fig). It is noted that miRNAs and their variants also affect the cleavage sites of target mRNAs, as shown by similar target mRNA cleavage frequencies mediated by miR9655a and miR9655b (S4 Fig).

**Fig 5:**
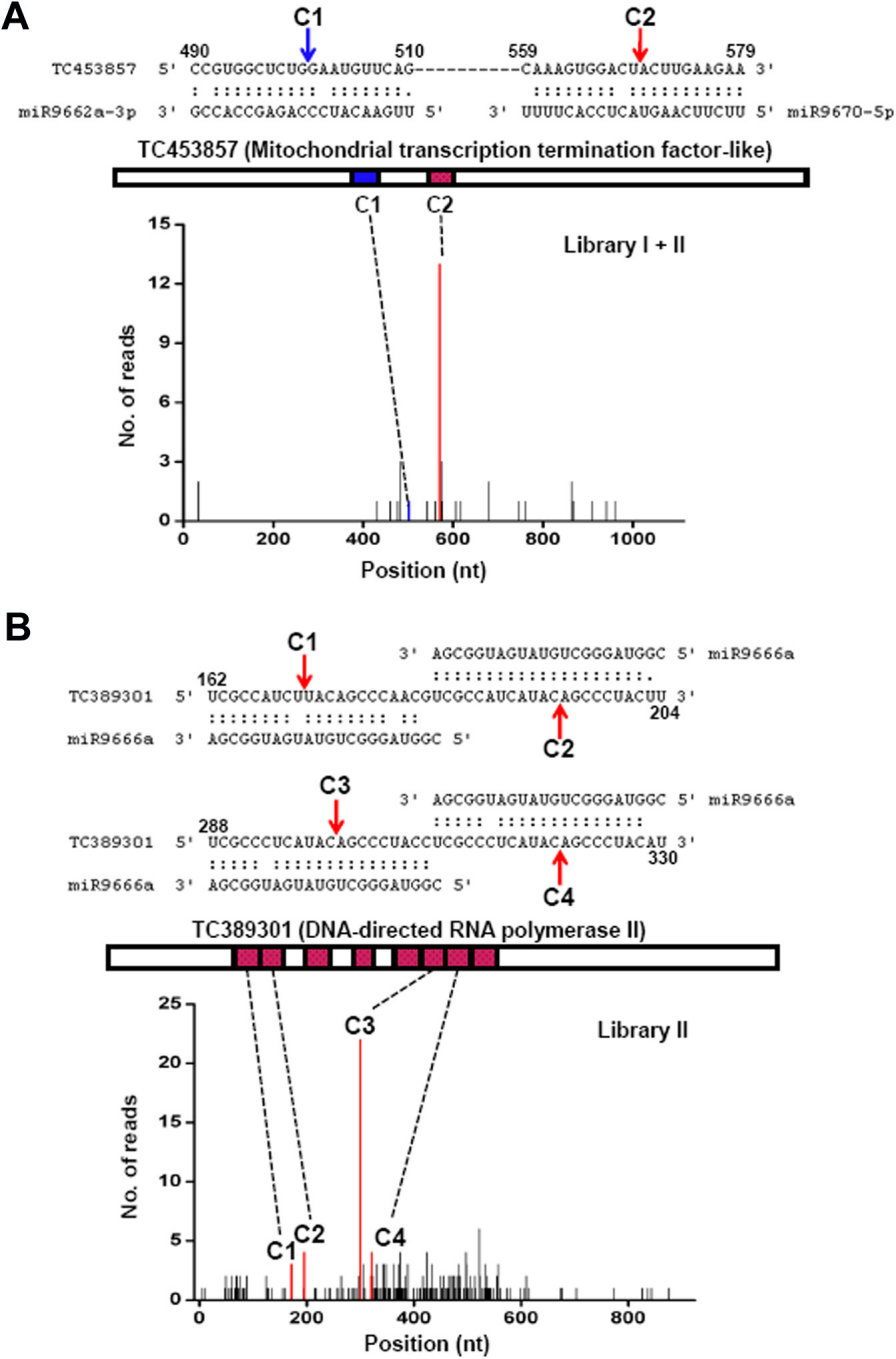
Identification of two unique targets for non-conserved development-related miRNAs. (A) A target (TC453857) was regulated by two different miRNAs. The predicted cleavage sites (C1 and C2) were shown in the blue and red boxes in the transcript, respectively. The blue or red lines in the t-plot indicate sequence abundances consistent with the C1 site or C2 site. miRNA:mRNA alignments along with C1 and C2 sites are shown above. (B) A target (TC389301) with multiple similar miRNA sites was intensively regulated by miR9666. The predicted cleavage sites are shown as red boxes in the transcript. The red lines in the t-plot indicate sequence abundances consistent with the C1–C4 sites. miRNA:mRNA alignments along with C1–C4 sites are shown above. Degradome data origins are indicated in the t-plots.

### Expression correlation between miRNAs and their validated targets

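The 10 miRNAs taken for qRT-PCR were quantified in the libraries by their mature sequences. miR167d had 86.7 TPM at 7 DPA, 307.6 TPM at 14 DPA, 89.7 TPM at 21 DPA and 193.8 TPM at 28 DPA. Its increase from 7 to 14 DPA was 3.55-fold. miR319b had 241.0 TPM at 7 DPA, 472.2 TPM at 14 DPA, 422.3 TPM at 21 DPA and 261.6 TPM at 28 DPA, a 1.96-fold increase from 7 to 14 DPA (adjusted p = 1.3e-268, two-sided Fisher's exact test on the reads of the 2 libraries with Benjamini-Hochberg adjustment over 30 comparisons). For miR5048.2 the increase from 7 to 14 DPA was 2.21-fold (adjusted p = 1.3e-221, Fisher's exact test). These 3 increases kept their direction under every scaling tried. The highest library did not. It changed from 14 to 28 DPA for miR167d with DESeq2's size factors, from 14 to 28 DPA for miR5048.2 with TMM factors or DESeq2's size factors, and from 14 to 21 DPA for miR319b with the same 2 scalings.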

Based on sequencing data and cluster analysis (Fig 3), we selected ten development-ralated miRNAs (eight known and two new miRNAs) to detect their expression in developing grains by quantitative real-time PCR (qRT-PCR). Almost all the miRNAs determined by qRT-PCR followed similar expression trends in terms of read abundances in the libraries (Figs 6A and S5). For example, miR156 and miR164 from Group II both showed high expression levels at 14 DPA, miR166, miR393 and Ta-miRn8 from Group I showed gradual decreases in expression from 7 to 28 DPA, whereas expression of miR9666 from Group IV increased gradually from 7 to 28 DPA (Figs 6A and S5). These changes were consistent with relative changes in sequence abundance. 

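In the libraries, miR156b had 22.6 TPM at 7 DPA, 62.9 TPM at 14 DPA, 15.2 TPM at 21 DPA and 17.2 TPM at 28 DPA. miR164 had 22.9 TPM at 7 DPA, 53.6 TPM at 14 DPA, 23.1 TPM at 21 DPA and 26.0 TPM at 28 DPA, and both were highest at 14 DPA under every setting tried. miR393 fell to 17.6 TPM at 14 DPA and to its lowest value, 2.35 TPM (interval 1.87 to 2.96 TPM), at 21 DPA. At 28 DPA its interval was 1.92 to 4.01 TPM, so that the last 2 libraries could not be told apart. Ta-miRn8a went from 116.0 TPM at 7 DPA through 62.2 TPM and 15.6 TPM to 5.15 TPM at 28 DPA. The decreases of miR393 and Ta-miRn8a from 7 to 28 DPA were 21.5-fold and 22.5-fold. miR166a had 12261 TPM at 7 DPA, 3971 TPM at 14 DPA, 2883 TPM at 21 DPA and 3481 TPM at 28 DPA. Its change from 14 to 28 DPA, -0.19 on the log2 scale, became 0.43 with TMM factors and 0.58 with DESeq2's size factors. miR9666a had 3.44 TPM at 7 DPA, 137.6 TPM at 14 DPA, 235.6 TPM at 21 DPA and 239.9 TPM at 28 DPA. The order of its last 2 libraries was reversed with exact sequences, with end variants within 1 nt and under each of the other scalings.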

Some minor discrepancy between qPCR and sequencing data was also observed for miR827 from Group III, which demonstrated a relatively low expression level at 21 DPA by qPCR compared with sequencing data (Fig 6A). 

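In the libraries, miR827 had 434 reads (25.3 TPM) at 7 DPA, 1038 reads (69.3 TPM) at 14 DPA, 1992 reads (65.0 TPM) at 21 DPA and 451 reads (44.7 TPM) at 28 DPA. The increase from 7 to 14 DPA was 2.73-fold (adjusted p = 3.9e-76, Fisher's exact test). The 14 DPA library was highest by TPM, and the 21 DPA library was highest with TMM factors or DESeq2's size factors. Between 14 and 28 DPA the log2 change was -0.63, or -0.02 with TMM factors and 0.14 with DESeq2's size factors.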

Consistent with previous studies in wheat grains [18,19], similar expression patterns were observed for several development-ralated miRNAs such as miR156, miR167 and miR827. Overall, our results indicated that a high-throughput sequencing approach is a useful tool for profiling miRNA expression with good reproducibility.

**Fig 6:**
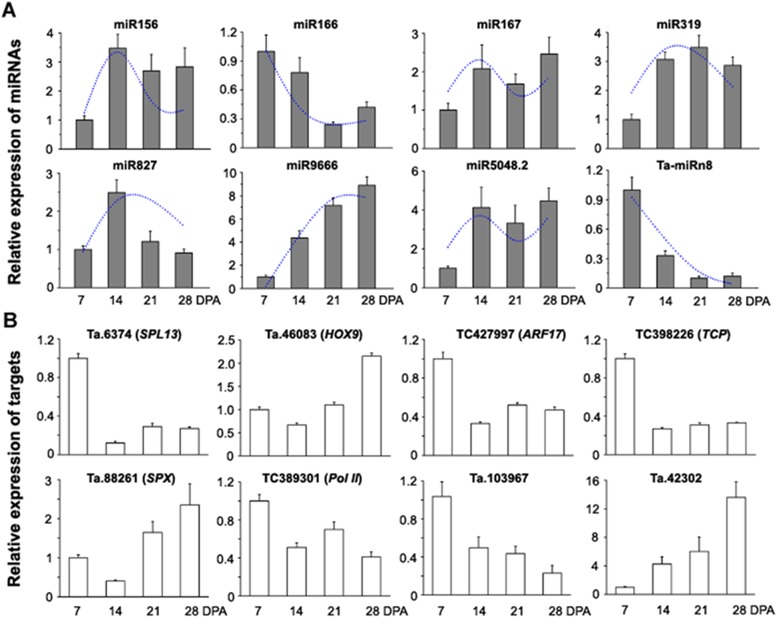
Expression correlation between development-related miRNAs and their targets. (A) qRT-PCR analysis of miRNA expression in developing grains. The dots represent the relative abundances of sequence reads in four small RNA libraries. (B) qRT-PCR analysis of target expression in the developing grains. Data represent the mean values ± SD of three replicates.

To distinguish the effect of miRNAs on their targets in grain development, expression profiles of the validated targets of ten development-related miRNAs were also investigated by qRT-PCR. As shown in Fig 6B, the expression of *SPL16*, *ARF17*, *TCP*, *Pol II* and Ta.103967 were significantly down-regulated from 7 to 14 DPA; and conversely, during the same period, the corresponding miR156, miR167, miR319, miR9666 and miR5048.2 abundances clearly increased (Fig 6A). Similarly, expression of *HOX9*, *SPX* and Ta.42302 gradually increased from 14 to 28 DPA (Fig 6B), accompanied by down-regulation of miR166, miR827 and Ta-miRn8 expression (Fig 6A). Accordingly, these results confirmed that there was a negative correlation, in most cases, in the expression profiles of the miRNAs and their validated targets, and this was consistent with miRNA function in guiding the cleavage of target mRNAs. The one exception was miR393, whose expression was positively correlated with expression of its verified target (*TIR1*), both showing a gradual decrease from 7 to 28 DPA (S5 Fig). In addition, multiple targets of one miRNA might exhibit different expression patterns. By comparing the expression of miR164 and its validated targets, *NAC* and *PSK1* (Fig 4A), we found that the negative correlation with miR164 was more evident for *PSK1* than *NAC* (S5 Fig), inferring that *PSK1* might be a major target of miR164 in grain development. Therefore, it is possible that the negative relationship between miRNAs and some targets may be restricted in specific tissues or developmental stages, since miRNAs are not the only regulatory factors affecting their targets.

## Discussion

### A complex small RNA population present in wheat grains

Common wheat is relatively recent hexaploid (2n = 6x = 42) containing three homoeologous A, B, and D genomes of related progenitor species [41]. The wheat genome is very huge and complex due to its large amount of repetitive sequences (>80%) and its size of 17 Gb, which is more than 40 times larger than the rice genome [41]. With the advancement of wheat genome sequencing, a large number of miRNA loci (98,068) are predicted, whereas most of them are highly redundant and only very a few of them (1.7%) have evidenced expression [42], indicating that many non-conserved miRNAs undergoing fast evolution might be tissue- or cell-specific or of extremely low-abundance. In this study, our small RNA sequencing results revealed a diverse and complex small RNA population in developing wheat grains. A total of 186 known miRNAs and 37 novel miRNAs were identified in our libraries. Most new miRNAs were wheat-specific and not previously detected in other organs, suggesting that they are likely to be preferentially expressed in grains. These novel miRNAs are of high confidence due to its precise excision from precursors. More supporting evidence came from the detection of miRNA*s and sliced targets for some of them in small RNA and degradome sequencing data (Table 2 and Fig 1). Moreover, abundant miRNA variants were found in the sequencing data, and these variants originating from multiple loci may reflect the expansion of miRNA genes in wheat genome. Thus, to accurately compare miRNA abundance in different libraries, the variants with relatively high abundance can not be omitted whether they are aligned to the wheat ESTs or not.

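Of the 24-nt reads, those of the known and newly identified miRNAs counted with their end variants were 0.0282% at 7 DPA, 0.0572% at 14 DPA, 0.0848% at 21 DPA and 0.0374% at 28 DPA. The first base was A in 46.3% of the 24-nt reads at 7 DPA, 45.2% at 14 DPA, 47.0% at 21 DPA and 54.8% at 28 DPA. Among unique 24-nt reads these shares were 39.7%, 42.8%, 44.1% and 54.5%. The sequences were not matched to a genome here.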

In the small RNA libraries, known non-coding RNAs including miRNAs, rRNA, tRNA and snRNA/snoRNA account for a relatively low ratio of total small RNAs (S2 Table), whereas most small RNAs were unclassified with a length of 24 nt. The most abundant 24-nt small RNAs might be heterochromatic siRNAs which are derived from intergenic and/or repetitive genomic regions and are associated with the de novo deposition of repressive chromatin modifications [4]. Therefore, these 24-nt small RNAs are worthwhile to be explored further to distinguish their biogenesis and functions during wheat grain development. Moreover, we also identified a long miRNA-like locus generating 21~22-nt phased siRNAs (Fig 2A). 20 phased siRNAs were produced from both arms of long hairpin structure similar to miRNA precursors. Interestingly, some of these phased siRNAs have predicted targets and can cleave target mRNAs in *trans* (Fig 2B), indicating they are a new class of ta-siRNAs in wheat. Overall, our study broadens the understanding of complexity in small RNA population and their functions during wheat grain development.

### A putative functional network of development-related miRNAs in wheat grains

The unique biological process of wheat grain development relies on the complex regulation of gene expression. miRNAs, which are important regulators of gene expression at the transcriptional and post-transcriptional levels, have a role in the wheat grain development [18–20]. In the present study, small RNA sequencing combined with cluster analysis revealed 55 development-related miRNA families differentially expressed during wheat grain development (Fig 3). Degradome analysis confirmed that 22 miRNAs could mediate the cleavage of their targets (S6 Table). On the basis of these results, a putative miRNA-mediated regulation network was proposed in wheat grains (Fig 7).

**Fig 7:**
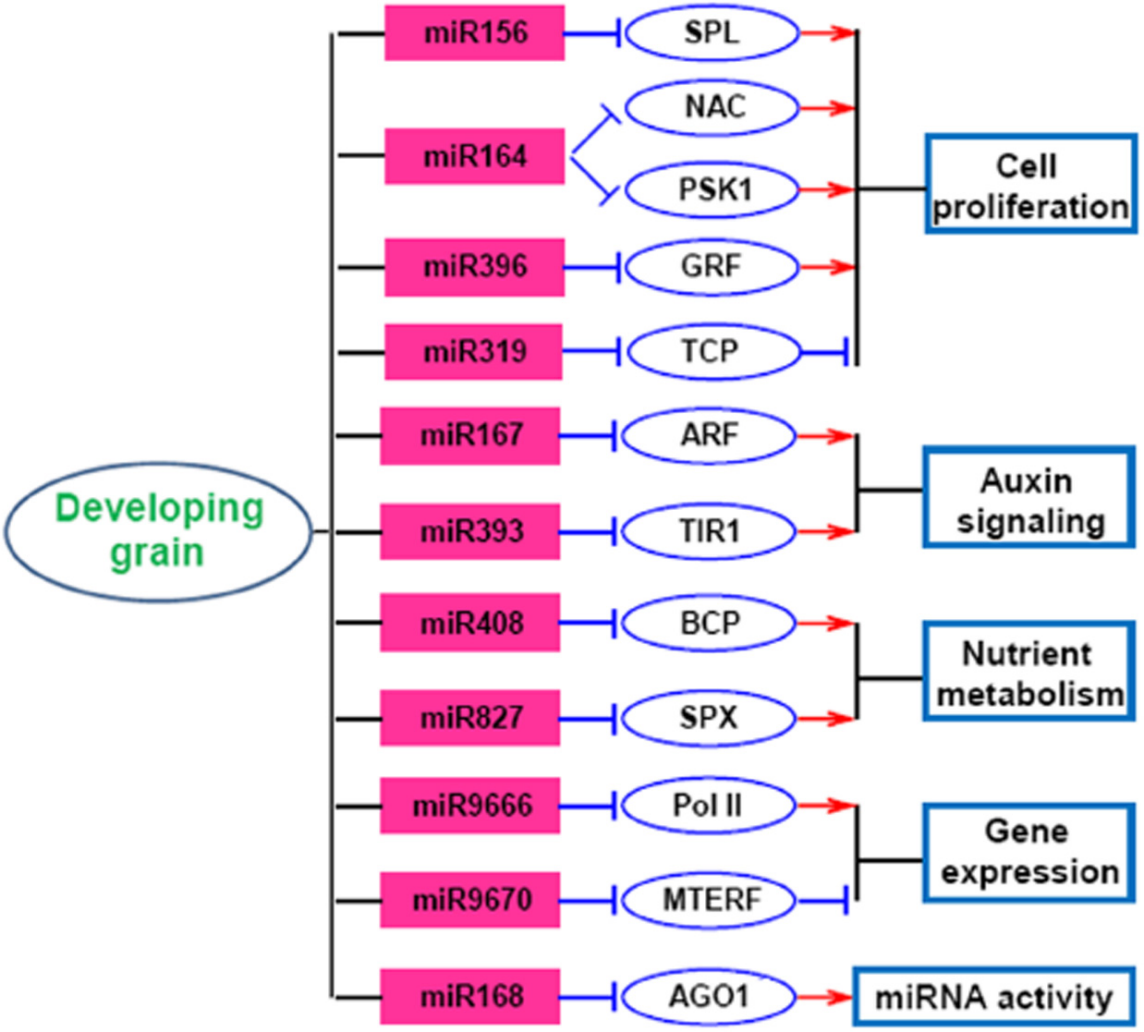
A putative miRNA regulatory network in wheat grains. The arrows indicate positive regulation and the nail shapes indicate negative regulation. PSK1, phytosulfokine-alpha 1 precursor; GRF, growth-regulating factor; ARF, auxin response factor; TIR1, transport inhibitor response 1; BCP, blue copper protein; SPX, SPX domain-containing protein; MTERF, mitochondrial transcription termination factor.

Precise control of cell proliferation and differentiation is crucial for wheat grain development, especially at the early stages which undergo rapid increases in cell number. Consistent with this, a few development-related miRNAs are important regulators of cell proliferation. The targets of miR156 include multiple SPL transcription factors, some of which have been proved to be positive regulators of cell proliferation, resulting in increased grain size and yield in rice [10,14]. The targets of miR164 were confirmed to be NAC transcription factors and *PSK1*. In *Arabidopsis*, some NAC transcription factors can determine leaf complexity by regulating cell proliferation at the leaf margin [43]. PSK1 is a precursor of the 5-amino acid signaling peptide phytosulfokine, which can function as an autocrine-type growth factor to regulate cellular dedifferentiation and proliferation in plants [44]. The targets of miR396 were validated as GRF transcription factors. It is also reported that miR396 attenuates cell proliferation in developing leaves through repression of *GRF* activity and a decrease in the expression of cell cycle genes [11]. In addition, miR319-targeted TCP transcription factors can positively regulate the expression of miR164 and miR396, leading to reduced activities of NAC and GRF transcription factors and an inhibition of cell proliferation [11,45]. Although most targets have not displayed direct functional evidence in grain development, their conserved functions confer the likelihood that they also modulate cell proliferation in wheat grains. Consistent with this hypothesis and previous studies [18,19], the expression of these targets were relatively higher at the earlier stage of grain development, but later down-regulated sharply (Figs 6B and S5), representing a miRNA-mediated transition from rapid cell proliferation to grain filling in wheat grains.

The plant hormone auxin (primarily indole-3-acetic acid, IAA) is essential for growth and development, and controls cell polarity, cell division and cell elongation at the cellular level [46]. In *Arabidopsis*, a mutation of *AUXIN RESPONSE FACTOR 2* (*ARF2*) leads to a dramatic increase of seed size and weight [47], suggesting that auxin plays a key role in seed development. We also identified two development-related miRNAs (miR167 and miR393) involved in auxin signaling. The targets of miR167 encode ARF transcription factors, which confer auxin responses by activating or repressing auxin responsive genes in plants [48]. One target of miR167, *ARF8*, positively regulates expression of OsGH3-2, a rice IAA-conjugating enzyme, and in turn participated in the control of cellular-free IAA levels [49]. miR393 can target mRNAs encoding TIR1-like proteins, which are auxin receptors that target repressors of ARFs for ubiquitin-mediated degradation in response to auxin [50]. Interestingly, a consistent decline in expression observed for *ARF17* and *TIR1* from 7 to 14 DPA (Figs 6B and S5) may reflect a change of auxin concentration in wheat grains during this period. Hence, fine-tuning of auxin homeostasis by miRNAs and their targets is crucial for wheat grain development.

Grain filling and dry matter accumulation of wheat grains require active metabolism of nutrients including carbohydrates, storage proteins and lipids. Here, we identified two miRNAs (miR408 and miR827) associated with nutrient metabolism. The targets of miR408 encode blue copper proteins, which bind copper ions and may participate in copper transportation and storage. The target of miR827 encodes an SPX domain protein, and SPX proteins in plants are involved in internal regulation of nitrogen accumulation and phosphate homeostasis [51]. Moreover, other development-related miRNAs are regulators of gene transcription and miRNA activities. Both miR9666 and miR9670 are wheat-specific miRNAs and target mRNAs encoding a DNA-directed RNA polymerase II (Pol II) and a mitochondria transcription termination factor (MTERF), respectively (Fig 5). As is well known, Pol II catalyzes the transcription of DNA to synthesize precursors of mRNA and most snRNA and microRNA [52]. MTERF participates in attenuating transcription from the mitochondrial genome or has other functions such as intron splicing in plants [53]. For regulation of miRNA activity, miR168-targeted AGO1 is responsible for loading miRNAs and acts as an RNA slicer, determining the cleavage efficiency of miRNA targets [54]. Together, these miRNAs and their targets comprise of a complex functional network during grain development.

## Supporting Information

S1 Fig Size distribution of redundant and unique reads in four small RNA libraries. (PDF) Click here for additional data file.

S2 Fig Precursors of 15 known and 37 new miRNAs. (PDF) Click here for additional data file.

S3 Fig Sequence and structure of the miRNA-like long hairpin locus. (PDF) Click here for additional data file.

S4 Fig Validated targets of miR2009 and miR9655 by degradome sequencing. (PDF) Click here for additional data file.

S5 Fig Expression patterns of mi164, miR393 and their targets during grain development. (PDF) Click here for additional data file.

S1 Table Primers used in this study. (DOCX) Click here for additional data file.

S2 Table Distribution of sequence reads in the four small RNA libraries. (DOCX) Click here for additional data file.

S3 Table Known miRNAs in the miRBase identified in the four libraries. (DOCX) Click here for additional data file.

S4 Table Other reported wheat miRNAs identified in the four libraries. (DOCX) Click here for additional data file.

S5 Table Predicted and verified targets of novel miRNAs. (DOCX) Click here for additional data file.

S6 Table Predicted and verified targets of differentially expressed miRNAs. (DOCX) Click here for additional data file.

# Supplementary material for: Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains
**Source:** PLoS One. 2015 Oct 1;10(10):e0139658. doi: 10.1371/journal.pone.0139658
**Supplement:** S4 Fig

**A**

**RPM1-like disease resistance protein**

Ta.102789 5' UAUGAUCUGCCUCCUCAUCUAA 3'  
::: 5' UAUGAUCUGCCUCCUCAUCUAA 3'  
miR2009b 3' AUACUAGACGGAAGAGUAGAUAU 5'

**Library II**

**Unknown**

TC402663 5' CGUGAUUUUGCCUUCUCAUCCA 3'  
::: 5' CGUGAUUUUGCCUUCUCAUCCA 3'  
miR2009b 3' AUACUAGACGGAAGAGUAGAUAU 5'

**Library II**

**B**

**C2**

3' CGUUCUUUUUCCUUCUACUGGCU 5' miR9655a-5p  
::: 3' CGUUCUUUUUCCUUCUACUGGCU 5'  
TC431578 5' GGCAAAGGAAAGCAAGUAGCCAA 3'  
::: 5' GGCAAAGGAAAGCAAGUAGCCAA 3'  
miR9655b-5p 3' CCGUUCUUUUUCCUUCUACUGGCU 5'

**C1**

**Library I**

RPM1-like disease resistance protein

miR2009b 3' AUACUAGACGGAAGAGUAAGAUU

Library II

No. of reads

Position (nt)

Unknown

C2

# Supplementary material for: Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains
**Source:** PLoS One. 2015 Oct 1;10(10):e0139658. doi: 10.1371/journal.pone.0139658
**Supplement:** S1 Table

**S1 Table. Primers used in this study.**

| **Primers for 5′ RACE mapping of mRNA cleavage sites (5'-3')** | |
| --- | --- |
| Ta.6374 (*SPL13*) outer primer | CCCGTTCTGAGCAATCCTTA |
| Ta.6374 (*SPL13*) inner primer | GCCACAAATTATCCCAGCACA |
| TC398770 (*SCL1*) outer primer | CACCAACCGAAGGATTACAGC |
| TC398770 (*SCL1*) inner primer | TCGTCGCCAGTAGGAGAAATG |
| TC398226 (*TCP*) outer primer | AACATTTGGTTTCCGATCACAA |
| TC398226 (*TCP*) inner primer | TTATGTCTTCCTTTCCTCCTTGA |
| **Primers for miRNA qRT-PCR^#^ (5'-3')** | |
| miR156(b) forward primer | TTGACAGAAGAGAGTGAGCAC |
| miR164 forward primer | TGGAGAAGCAGGGCACGTGCA |
| miR166(a) forward primer | TCGGACCAGGCTTCATTCCCC |
| miR167(d) forward primer | TGAAGCTGCCAGCATGATCTGA |
| miR319(b) forward primer | TTGGACTGAAGGGTGCTCCCT |
| miR393 forward primer | TCCAAAGGGATCGCATTGATC |
| miR827 forward primer | TTAGATGACCATCAGCAAACA |
| miR9666(a) forward primer | CGGTAGGGCTGTATGATGGCGA |
| miR5048.2 forward primer | TATATTTGCAGGTTTTAGGTCT |
| Ta-miRn8 forward primer | CTCCGTTCCAAAATAGATGAC |
| **Primers for target qRT-PCR (5'-3')** | |
| Ta.6374 (*SPL13*) forward | GCTGAGCCATTTCCAGATCA |
| Ta.6374 (*SPL13*) reverse | GCCACAAATTATCCCAGCACA |
| TC405272 (*NAC*) forward | CGTGACCTGCTTCTCCAACA |
| TC405272 (*NAC*) reverse | TGGCCGAAGGAAGAAGAGAT |
| TC430604 (*PSK1*) forward | CCAACACTGCTCCTCACCAA |
| TC430604 (*PSK1*) reverse | CCTTGTGCTGCGTGTAGATGT |
| Ta.46083 (*HOX9*) forward | AATGTGACCACTCCAAACCCTC |
| Ta.46083 (*HOX9*) reverse | CGGCAACAATACCAAACGAAT |
| TC427997 (*ARF17*) forward | TGCTTGGATGAGTCGGGATA |
| TC427997 (*ARF17*) reverse | GCAGGACACACTGTTCACGA |
| TC398226 (*TCP*) forward | TTCAAGGAGGAAAGGAAGACATAA |
| TC398226 (*TCP*) reverse | AACATTTGGTTTCCGATCACAA |
| TC371524 (*TIR1*) forward | TGAGATGCTGTCAATCGCCT |
| TC371524 (*TIR1*) reverse | GGAAGTGACTCCACAGGGCA |
| Ta.88261 (*SPX*) forward | ACCAAAGCCGAACCTATCCA |
| Ta.88261 (*SPX*) reverse | TCTTGGCGTTTCGCTACCTG |
| TC389301 (*Pol II*) forward | CCAAGGATGATGAGCCCGTA |
| TC389301 (*Pol II*) reverse | GCATCAAGCCAACCAACAGC |
| Ta.103967 forward | TCGCTTGGATCTGAAACCTG |
| Ta.103967 reverse | CATCCCCTTCCAAAAGTTCTG |
| Ta.42302 forward | CCGACCACAAAGAGGCTCTG |
| Ta.42302 reverse | CGGAACACGTCGGAGTTCAT |
| *actin* (AB181991) forward | AGGTGCCCTGAGGTGCTGTT |
| *actin* (AB181991) reverse | GCCAAAATAGAGCCACCGAT |

# The reverse primer complementary to the poly(T) adapter was provided by the miRcute miRNA cDNA synthesis kit (Tiangen, China).

# Supplementary material for: Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains
**Source:** PLoS One. 2015 Oct 1;10(10):e0139658. doi: 10.1371/journal.pone.0139658
**Supplement:** S2 Table

**S2 Table.** **Distribution of sequence reads in the four small RNA libraries.**

| RNA class | Redundant reads | | | |  | Unique reads | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 7 DPA | 14 DPA | 21 DPA | 28 DPA |  | 7 DPA | 14 DPA | 21 DPA | 28 DPA |
| Total clean reads^a^ | 17,133,120 | 14,988,782 | 30,638,998 | 10,090,349 |  | 2,706,941 | 3,367,889 | 2,429,108 | 890,644 |
| Matching EST/Unigene^b^ | 5,378,231 | 5,328,512 | 10,306,959 | 4,123,925 |  | 549,509 | 663,371 | 558,695 | 240,652 |
| Known miRNA^c^ | 621,366 | 266,890 | 361,844 | 164,397 |  | 629 | 705 | 671 | 602 |
| rRNA | 704,390 | 957,007 | 2,200,767 | 749,444 |  | 9,019 | 12,415 | 12,009 | 7,277 |
| tRNA | 72,052 | 105,441 | 208,669 | 87,671 |  | 1,176 | 1,688 | 1,437 | 1,025 |
| snRNA/snoRNA | 15,802 | 20,734 | 35,605 | 17,013 |  | 341 | 445 | 417 | 298 |
| Others^c^ | 15,719,510 | 13,638,710 | 27,832,113 | 9,071,824 |  | 2,695,776 | 3,352,636 | 2,414,574 | 881,442 |

^a^ 18 nt to 28 nt in length.

^b^ Matching NCBI wheat EST database and DFCI Wheat Gene Index.

^c^ Contains all of the unclassified sequences that possibly include new miRNAs.

# Supplementary material for: Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains
**Source:** PLoS One. 2015 Oct 1;10(10):e0139658. doi: 10.1371/journal.pone.0139658
**Supplement:** S3 Table

**S3 Table. Known miRNAs in the miRBase were identified in our wheat small RNA libraries.**

‡ TPM: transcripts per million. The miRNA abundance was counted according to the reads of defined miRNAs and their ± 2 nt variants on the precursors.

║ Y: miRNA* species (or ± 1 nt variants) for their corresponding miRNAs were sequenced in our small RNA libraries. For miRNAs with multiple members, only the members with sequenced miRNA* are listed and Y shown in parenthesis. N: miRNA* unsequenced.

¶ The most homologous plant miRNAs in the miRbase were listed with mismatches shown in parenthesis.

† A: available in miRbase; NA: not available.

¥ If a variant has far more sequence reads than the reported miRNA, this variant is in place of the reported one and its sequence and length are shown in blue.

# Supplementary material for: Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains
**Source:** PLoS One. 2015 Oct 1;10(10):e0139658. doi: 10.1371/journal.pone.0139658
**Supplement:** S4 Table

**S4 Table. Wheat miRNAs not annotated in the miRbase but reported elsewhere were identified in our libraries.**

| **miRNA ID** | **Len**  **(nt)** | **Sequence (5′–3′)** | **TPM^‡^** | | | | **miR*^║^** | **Precursor**  **(EST No.)** | **Reference** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **7DPA** | **14DPA** | **21DPA** | **28DPA** |  |  |  |
| tae-miR2008 | 19 | GACUCCGUGGCCCAAUGGA | 52.00 | 93.27 | 33.26 | 22.50 | N | CL900687 | [1] |
| tae-miR2009a | 22 | UGAGAAGGUAGAUCAUAAUAGC | 4684.26 | 4018.47 | 2891.54 | 5824.97 | Y | CK193889 | [1] |
| tae-miR2009b | 22 | UUAGAUGAGAAGGCAGAUCAUA | 11.85 | 10.34 | 9.76 | 21.21 | Y | DR736484 | [1] |
| tae-miR2009c | 22 | UCAGAUGAGAAGGCAGAUCAUA | 18.50 | 8.67 | 7.64 | 20.42 | Y | CK193889 | [1] |
| tae-miR2018 | 20 | GCCCGUCUAGCUCAGUUGGU | 12.26 | 11.74 | 8.78 | 5.85 | N | BE405505 | [1] |
| tae-miR2023a^¥^ | 19 | UUUUGCCGGUUGAACGACC | 4.73 | 1.40 | 0.91 | 1.09 | N | HP624615 | [1] |
| tae-miR2023b^¥^ | 19 | UUUUGCUGGUUGAACGACC | 0.23 | 0.13 | 0.00 | 0.00 | N | HX096644 | [1] |
| Ta-miR2004 | 21 | CAUCUAUUUUGGAACGGAGGG | 6.48 | 3.34 | 3.10 | 1.98 | N | CJ585232 | [2] |
| Ta-miR2015 | 21 | UCUUAUAUUGUGGGACGGAGG | 0.76 | 0.00 | 0.00 | 0.50 | N | CJ684152 | [2] |
| Ta-miR023b | 22 | UCGCAAAUAAUGGUGGCCCUCG | 1.93 | 3 | 0.95 | 2.28 | Y | BQ607248 | [3] |
| Ta-miR033^¥^ | 21 | UCAAAGGAUGAGCAAAUACUG | 2.33 | 1.73 | 5.19 | 8.92 | N | CA650420 | [3] |
| Ta-miR068 | 20 | CUCUCUCGGGAGGGCUGAUC | 1.05 | 3.4 | 0 | 0 | N | CJ622557 | [3] |
| Ta-miR106 | 21 | CGGUGGAGCUGGUUGAUGGAC | 1.4 | 0.6 | 0.46 | 0 | N | CK209252 | [3] |
| Ta-miR128 | 23 | GUGGAUGAUGAGAUCACAAGUAA | 1.93 | 10.67 | 16.45 | 2.38 | N | CJ723759 | [3] |
| Ta-miR132 | 21 | UAUAAACUUGGUCAAAGUUUG | 0.47 | 0.2 | 0.1 | 0 | N | BE443030 | [3] |
| Ta-miR154-5p | 22 | GGCGAGGGACAUACACUGUACA | 0 | 4.67 | 10.71 | 4.96 |  | CJ544247 | [3] |
| Ta-miR154-3p | 21 | UACAGUUUAUGUCCCCGGCAG | 0 | 0.53 | 1.66 | 2.58 |  | CJ544247 | [3] |
| Ta-miR158 | 21 | AAGACAACUAAUUUGGGACGG | 0.35 | 0.33 | 0.55 | 1.78 | N | CJ777288 | [3] |
| tae-miR3009a | 21 | UGGUCUGUGUUUGUUUCAAAC | 0.47 | 4.07 | 0.20 | 1.59 | N |  | [4] |
| tae-miR3013a | 21 | UGUUGCAUGACAAGUUGAGCA | 5.60 | 2.40 | 1.70 | 0 | Y |  | [4] |
| tae-miR3032a | 21 | UUAAGAACAGCAGGGCAUUUU | 0.18 | 0 | 0 | 0 | Y |  | [4] |
| tae-miR3065a | 21 | UUCGCCGGAGCAGCGUGCAGA | 0.23 | 0 | 0.26 | 0 | Y |  | [4] |
| tae-miR3074a | 21 | UUGAGACGAACACAGACCAAC | 2.98 | 7.94 | 1.37 | 3.67 | Y |  | [4] |
| tae-miR3081a | 21 | UAAAGCGUAGUCGAACGAAUC | 1.87 | 2.34 | 2.22 | 1.78 | Y |  | [4] |
| tae-miR3082a | 20 | UAAGAAGCAAAUAGCACAUG | 0.53 | 0.20 | 0.33 | 0 | Y |  | [4] |
| tae-miR3084a | 22 | UAAUCUUCUGGAUAUAUGCUUA | 1.58 | 0.47 | 0 | 1.09 | Y |  | [4] |
| tae-miR3086a | 21 | UACGGCCUGAUGACAUCCACA | 3.79 | 4.20 | 1.14 | 0.40 | Y |  | [4] |
| tae-miR3086b | 21 | UACGGCCUGAUGACAUCCACG | 1.23 | 0 | 1.08 | 0 | N |  | [4] |
| tae-miR3089a | 21 | UAGAAUGGCUGGUGCUAUGGA | 1.75 | 4.07 | 1.96 | 6.94 | Y |  | [4] |
| tae-miR3092a | 21 | UAUCUGGACAAAUCUGAGACA | 0.41 | 0.20 | 1.11 | 0.30 | N |  | [4] |
| tae-miR3094a | 21 | UAUUAGUUGUCGCUGAAACGG | 0.29 | 0.00 | 0.62 | 0 | N |  | [4] |
| tae-miR3098a | 21 | UCAUCUGGCAUUGCUUUCUCU | 0.41 | 0.73 | 0.62 | 0 | Y |  | [4] |
| tae-miR3101a | 21 | UCGCAAAUAAUGGUGGCUCUC | 0.41 | 2.54 | 0.26 | 0 | Y |  | [4] |
| tae-miR3105a | 21 | UCUGAUUUACUCGUCGUGGUU | 1.23 | 0.87 | 0.29 | 1.09 | Y |  | [4] |
| tae-miR3110a | 21 | UCUGUUCACAAAUGUAAGACG | 0.18 | 0 | 0 | 0 | N |  | [4] |
| tae-miR3118a | 21 | UUUGUCUAGAUACGGAUAUAU | 0.18 | 0.47 | 0.13 | 0 | N |  | [4] |
| tae-miR3130a | 22 | UGGAUGUCAUCGUGGCCGUACA | 0.41 | 1.73 | 0 | 0 | Y |  | [4] |
| tae-miR3132a | 22 | UGGGCAAGUCACCCUGGCUACC | 1.23 | 1.60 | 0 | 0 | N |  | [4] |
| tae-miR3134a | 21 | UUGAAUUUGUCCAUAGCAUCA | 3.27 | 3.07 | 0.62 | 2.38 | N |  | [4] |

‡ TPM: transcripts per million. The miRNA abundance was counted according to the reads of defined miRNAs and their ± 2 nt variants on the precursors.

║ Y: miRNA* species (or ± 1 nt variants) for their corresponding miRNAs were sequenced in our small RNA libraries. For miRNAs with multiple members, only the members with sequenced miRNA* are listed and Y shown in parenthesis. N: miRNA* unsequenced.

¥ If a variant has far more sequence reads than the reported miRNA, this variant is in place of the reported one and its sequence and length are shown in blue.

**Reference**

1. Wei B, Cai T, Zhang R, Li A, Huo N, Li S, et al. (2009) Novel microRNAs uncovered by deep sequencing of small RNA transcritomes in bread wheat (*Triticum aestivum* L.) and *Brachypodium distachyon* (L.) Beauv. Funct Integr Genomics 9: 499–511.
2. Xin M, Wang Y, Yao Y, Xie C, Peng H, Ni Z, Sun Q (2010) Diverse set of microRNAs are responsive to powdery mildew infection and heat stress in wheat (*Triticum aestivum* L.). BMC Plant Biol 10: 123.
3. Meng F, Liu H, Wang K, Liu L, Wang S, Zhao Y, et al. (2013) Development-associated microRNAs in grains of wheat (*Triticum aestivum* L.). BMC Plant Biol 13: 140.
4. Sun F, Guo G, Du J, Guo W, Peng H, Ni Z, et al. (2014) Whole-genome discovery of miRNAs and their targets in wheat (*Triticum aestivum* L.). BMC Plant Biol 14: 142.

# Supplementary material for: Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains
**Source:** PLoS One. 2015 Oct 1;10(10):e0139658. doi: 10.1371/journal.pone.0139658
**Supplement:** S5 Table

**S5 Table. Predicted and verified targets of newly identified miRNAs.**

| **miRNA** | **Predicted targets^#^**  **(Unigene/EST)** | **Putative functions of targets** |
| --- | --- | --- |
|  |  |  |
| miR5048.2 | Ta.100067 (2)  **Ta.90063 (2)**  **Ta.40570 (2)**  **Ta.103967 (2.5)**  **Ta.115136 (2.5)**  Ta.48022 (2.5)  Ta.41454 (2.5)  Ta.10578 (3)  Ta.86927 (3)  Ta.109260 (3)  Ta.166907 (3) | Cysteine-rich receptor-like protein kinase  Cysteine-rich receptor-like protein kinase  Leucine-rich repeat receptor-like serine/threonine-protein kinase  Cysteine-rich receptor-like protein kinase  Cysteine-rich receptor-like protein kinase  Cysteine-rich receptor-like protein kinase  G-type lectin S-receptor-like serine/threonine-protein kinase  Cysteine-rich receptor-like protein kinase  Cysteine-rich receptor-like protein kinase  Cysteine-rich receptor-like protein kinase  Cysteine-rich receptor-like protein kinase |
| Ta-miRn1 | Ta.25217 (1.5)  Ta.57005 (2)  Ta.71280 (2.5)  **Ta.161175 (3)**  **Ta.55347 (3.5)**  **Ta.167568 (3.5)** | Serine/threonine-protein kinase RIO1  Regulator of Vps4 activity in the MVB pathway  Dehydrin  Coiled-coil domain containing protein (DUF2052)  Frigida-like protein  Disease resistance protein RPM1-like |
| Ta-miRn2 | TC390008 (0.5)  **TC406240 (1)**  Ta.50813 (0.5)  Ta.2822 (1)  Ta.13587 (1.5)  Ta.68223 (1.5)  Ta.65886 (1.5) | Aquaporin NIP1-1 like  Sulfite oxidase  Mitochondrial inner membrane protein OXA1-like  Phosphosulfolactate synthase-related protein  Beta-glucosidase 32-like  Antagonist of mitotic exit network protein 1  Serine carboxypeptidase-like 18-like |
| Ta-miRn3 | **TC438261 (1)**  Ta.31823 (1)  TC404523 (1.5)  TC440118 (1.5)  TC378689 (1.5)  **TC447077 (1.5)**  **Ta.91646 (1.5)**  **Ta.203374 (2.5)** | Vacuolar-sorting receptor 4  Ras-related protein RABF1-like  Cell number regulator 2-like  C2H2 zinc finger protein  Delta1-pyrroline-5-carboxylate synthetase  Protein TIFY 10B-like  Beta-adaptin-like protein A-like  Cysteine-rich receptor-like protein kinase 41 |
| Ta-miRn4 | Ta.50769 (0.5)  TC402655 (0.5)  TC377059 (0.5)  TC430693 (0.5)  TC381643 (0.5)  TC439987 (0.5)  TC376672 (0.5)  TC447447 (1) | Adenylosuccinate synthetase 2  Peroxisome biogenesis protein 12  Thiosulfate sulfurtransferase  BEL1-like homeodomain protein 6  DNA-directed RNA polymerase II  Soluble inorganic pyrophosphatase-like  Ribulose bisphosphate carboxylase small chain  Methyltransferase PMT23-like |
| Ta-miRn5 | TC394132 (1)  TC369729 (2) | Hypothetical protein  LRK14 |
| Ta-miRn6 | Ta.78774 (2.5)  Ta.187583 (2.5) | Unknown  Unknown |
| Ta-miRn7 | TC420685 (0.5)  TC407053 (0.5)  TC388450 (2)  CJ883403 (2)  TC452182 (2)  TC381279 (2)  **TC433106 (2)**  **Ta.106901 (1)**  **Ta.76328 (2)** | 3-oxoacyl carrier protein synthase  NADPH-cytochrome P450 reductase  Aminolevulinic acid dehydratase  Cysteine synthase 2-like  Glyoxalase II  Metallo-beta-lactamase-like  Cell division protein ftsY homolog  Unknown  Cell division protein ftsY homolog |
| Ta-miRn8 | **Ta.42302 (1)**  TC390008 (1)  TC435864 (1)  TC374211 (1)  TC379242 (1)  TC399594 (1.5)  TC405876 (2)  TC371157 (2.5)  **Ta.180180 (3)** | MIT (microtubule interacting and transport) domain protein  Aquaporin NIP1-1 like  Small nuclear ribonucleoprotein-like  C2H2 zinc-finger protein  [Acyl-(acyl-carrier-protein) desaturase](http://blast.ncbi.nlm.nih.gov/Blast.cgi#alnHdr_475613074)  Receptor-like protein kinase  E3 ubiquitin-protein ligase  E3 ubiquitin-protein ligase  Unknown |
| Ta-miRn9 | Ta.47541 (1.5)  Ta.52424 (3) | MIKC-type MADS-box transcription factor WM32A/B  MIKC-type MADS-box transcription factor WM30 |
| Ta-miRn10 | TC436708 (0.5)  TC390364 (1.5)  TC403274 (2)  **CJ531707 (2.5)**  TC394690 (3)  TC404007 (3)  TC441900 (3)  TC424561 (3)  TC401095 (3) | [Defensin-like protein](http://blast.ncbi.nlm.nih.gov/Blast.cgi#alnHdr_475549963)  Heavy-metal-associated domain-containing protein  Transcription factor bHLH35-like  Unknown  Monodehydroasorbate reductase  Monodehydroasorbate reductase  Monodehydroasorbate reductase  Monodehydroasorbate reductase  Monodehydroasorbate reductase |
| Ta-miRn11 | − | − |
| Ta-miRn12 | TC398598 (0.5)  TC442941 (0.5)  CK204669 (2)  CK205018 (2) | PolI-like DNA polymerase  PolI-like DNA polymerase  6-phosphogluconolactonase 4  6-phosphogluconolactonase 4 |
| Ta-miRn13 | TC461985 (1)  TC436262 (2.5) | Mitogen-activated protein kinase (MAPK)  Cyclic nucleotide-gated ion channel 20 |
| Ta-miRn14 | TC452716 (0.5)  TC384785 (0.5)  TC403565 (1)  TC378689 (1)  TC38723 (1.5)  TC373825 (2)  TC456944 (2)  TC435003 (2)  TC395015 (2.5)  **CA635704 (2.5)** | Ribosomal protein L11  NADH dehydrogenase 1 beta subcomplex subunit 3-B-like  Ubiquitin-like protein 5-like  Delta1-pyrroline-5-carboxylate synthetase  Zinc transporter ZTP29-like  Ferrtin  Ferrtin  CBS domain-containing protein  [Proline-rich protein](http://blast.ncbi.nlm.nih.gov/Blast.cgi#alnHdr_78707783)  Unknown |
| Ta-miRn15 | TC397212 (0.5) | Eukaryotic peptide chain release factor subunit 1-3 |
| Ta-miRn16 | CK165275 (0.5)  CK164310 (0.5)  TC397832 (0.5)  TC438261 (1)  TC377378 (1)  TC401189 (1.5)  TC405058 (1.5)  TC440118 (2)  TC377852 (2) | Cold acclimation protein WCOR413  Cold acclimation protein WCOR413  Folate-biopterin transporter 4-like  Vacuolar-sorting receptor 4  MtN19-like protein  Uridine 5'-monophosphate synthase  Serine/threonine-protein kinase  C2H2 zinc finger protein  NAC domain-containing protein |
| Ta-miRn17 | TC390615 (1)  TC403565 (1)  TC378689 (1)  TC446650 (1.5)  TC377378 (1.5)  TC440118 (2)  TC372628 (2)  **TC369686 (2)**  **Ta.76242 (2)**  **Ta.33781 (3)** | Homocysteine S-methyltransferase 3  Ubiquitin-like protein 5-like  Delta1-pyrroline-5-carboxylate synthetase  mtN19-like protein  mtN19-like protein  C2H2 zinc finger protein  Chlorophyll a/b-binding protein precursor  WD-40 repeat-containing protein  Mitochondrial-processing peptidase subunit alpha-like  Protein furry homolog-like protein |
| Ta-miRn18 | **Ta.37221 (1)**  TC389889 (0.5)  TC412717 (0.5)  TC403709 (0.5)  TC390819 (1)  TC441321 (1)  TC392608 (1.5)  TC448038 (2)  TC412824 (2)  TC369017 (2) | PsbP family protein  Dof zinc finger protein  Brown planthopper-induced resistance protein 1  Ubiquitin-like-specific protease ESD4  Ras-related protein RABC2a  Serine/threonine-protein phosphatase BSL2-like protein  Glutathione transferase  GRIP-like protein  Defensin-like protein 1  MADS-box transcription factor TaAGL11 |
| Ta-miRn19 | CV766835 (2) | Unknown |
| Ta-miRn20 | − | − |
| Ta-miRn21 | − | − |

# Targets in bold indicated that they were supported by degradome sequencing data.

# Supplementary material for: Small RNA and Degradome Sequencing Reveal Complex Roles of miRNAs and Their Targets in Developing Wheat Grains
**Source:** PLoS One. 2015 Oct 1;10(10):e0139658. doi: 10.1371/journal.pone.0139658
**Supplement:** S6 Table

**S6 Table. Predicted and verified targets of differentially expressed miRNAs.**

# Targets in bold indicated that they were supported by degradome sequencing data.

^a^ Targets shown in red were confirmed by 5′ RACE.

Spaces separate parts of the table listing predicted targets of known miiRNAs (top) or novel miRNAs (bottom).

How the deposited data were processed for this re-analysis (not part of the article)

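Small RNA was sequenced from wheat grains collected at 7, 14, 21 and 28 DPA, with 1 library per stage and no replicates. The authors removed low-quality reads and other contaminants and collapsed identical reads, and deposited for each library the distinct sequences with their lengths and raw read counts, without normalization or alignment. The deposited counts cover sequences of 18 to 47 nt. The sequences of 18 to 28 nt sum in each library to the clean reads and the unique reads of Table 1, so that these totals, from 10090349 reads at 28 DPA to 30638998 reads at 21 DPA, were taken as library size. In every library each sequence occurs once, and the length given equals the length of the sequence.

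From these counts, the reads of each mature sequence in S3 Table, S4 Table and Table 2 were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The reads of a sequence were its own and those of tags whose 5′ and 3′ ends each lay within 2 nt of its ends, with identical bases where they overlapped and any base in the extension. A tag within reach of several listed sequences was given to the one with the smallest total end shift, and in a tie to the one with more exact reads. TPM values are the reads of a sequence scaled to the clean reads of the library. The families were those named in Fig 3, with the other members of S3 Table, S4 Table and Table 2 grouped by miRNA number. Counts of reads with up to 2 mismatches also included tags of the same length as the listed sequence.

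Precision was limited by depth. The floor of 3 reads corresponds to 0.0979 TPM in the deepest library and to 0.297 TPM in the shallowest. Shares of reads in a library are given with 95% Wilson intervals from scipy's binomial routine, which cover counting error only.

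Libraries were grouped by the stage of their grains. With 1 library per stage, edgeR's quasi-likelihood test cannot be fitted. Families with more than 10 TPM in at least 1 library were therefore compared between their highest and their lowest library with a two-sided Fisher's exact test on the reads, at an unadjusted p of 0.01, after the criteria that the paper gives. For the 10 miRNAs chosen for qRT-PCR, the libraries of 7 and 14, 14 and 28, and 7 and 28 DPA were compared by the same test, with Benjamini-Hochberg adjustment over the 30 comparisons. These tests compare libraries and not stages. Items named in the text were fixed by rule. They are the miRNAs, families and phased small RNAs that the paper's results name, the 5 families with the largest fold change among those past the threshold with a read in both libraries, and the 5 families outside Fig 3 with the smallest p.

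The alternatives for the counting of reads were the exact sequence, end variants within 1 nt, shortened variants without extra bases, end variants together with mismatches, and sequences with at least 2 reads in the library. Those for scaling were TMM factors from edgeR 4.0.16 and size factors from DESeq2 1.42.0, both over the miRNA families and run in R 4.3.3, and the reads of 20 to 22 nt as library size. These factors were rescaled to the geometric mean of the clean reads. Log2 ratios in the comparison of alternatives had 0.5 reads added. Alternatives for the test were the Audic-Claverie test, Benjamini-Hochberg adjustment, multiplication of p by the 6 pairs of libraries, a fold change of at least 2, a filter of 5 TPM, no filter, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4. All were chosen before the data were examined. Division of reads by an estimated number of reads per molecule was added afterwards, as was the use of the counting and scaling alternatives for the comparisons of the 10 miRNAs.

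The procedures were tested on simulated data. With 40 of 62 tested families given 2-fold to 4-fold changes in 1 library and counting noise alone, the test called all 40 and 0 of the 22 unchanged families. Without any change, it called 5 of 63 families from counting noise alone and 55 of 63 when variation with a coefficient of 0.2 between libraries was added. The matching recovered 5019 of 5019 simulated end variants and matched 0 of 10000 random sequences of 21 nt. Figures were drawn with matplotlib 3.10.9.

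The degradome, 5′ RACE and qRT-PCR experiments, the targets, the Rfam classes, the precursors, the TAS3 siRNAs and the phases of the long hairpin other than 5′_D8 and 3′_D2 were not analysed here. Sequences of 29 to 47 nt entered only where they are named.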

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

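The tests of the share taken by a few sequences were set before their result was seen.

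The libraries also hold sequences of 29 to 47 nt, which lie outside the clean reads of the paper and which the paper does not report. They made up 9.63% of all reads at 7 DPA (interval 9.62 to 9.64%), 6.51% at 14 DPA (6.502 to 6.526%), 11.5% at 21 DPA (11.48 to 11.50%) and 14.6% at 28 DPA (14.54 to 14.58%), far above the floor of 3 reads. A few abundant sequences were tested as the source. At 28 DPA, the library with the highest share, the 3 most abundant sequences held 12.4% of these reads, and at 7, 14 and 21 DPA they held 24.0%, 8.47% and 18.6%. A small number of sequences therefore does not account for the share at 28 DPA. Differences in size selection between libraries, degradation of longer RNA and a change with the stage of the grain were not tested, and with 1 library per stage they cannot be told apart.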

How the results depend on the processing

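Except where said otherwise, the alternatives were set before the data were examined.

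The number of families past the threshold stayed between 59 and 88 against 72 under the alternatives for counting, scaling and testing, apart from 2 settings. Without an abundance filter it was 129, and with an assumed biological coefficient of variation of 0.4 it was 37, with 31 instead of 55 families of Fig 3. With a coefficient of 0.2, 63 families and 50 of the 55 passed. The 55 were otherwise reduced at most to 51, by exact sequences or by a fold change of at least 2. After reads were divided by the estimated reads per molecule, an alternative chosen after seeing the data, 71 families and all 55 passed. The number of Fig 3 families with the course of their group was 45, and between 40 and 48 under the alternatives for counting and scaling. For Groups I to IV this is a peak at the stage of the group. For Group V it counts 8 families lower at 21 DPA than at 14 and 28 DPA, with either of these the highest. A peak at 14 DPA is not required. miR2009, counted among them, had 4676 TPM at 7 DPA and 4038 TPM at 14 DPA.

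The lowest share of 20-24 nt reads, 70.2%, was 77.5% among unique reads, 70.1% with sequences of at least 2 reads and 60.0% with sequences of every length.

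The mean abundance of miR165/166, 6038 TPM, and that of miR2009, 4400 TPM, were 5696 and 4356 TPM with exact sequences, 6133 and 4674 TPM with end variants and mismatches, 5587 and 4485 TPM with TMM factors, 5766 and 4503 TPM with DESeq2's size factors, and 6455 and 4661 TPM with sequences of at least 2 reads. For miR165/166 the mean was also 5975 TPM with end variants within 1 nt, 5839 TPM with shortened variants and 6452 TPM when scaled to the reads of 20 to 22 nt, settings that left miR2009 within its interval. The share of miR165/166 in the known miRNAs, 38.7%, was 40.2% with exact sequences, 39.3% with end variants within 1 nt, 39.7% with shortened variants, 37.3% with mismatches, 38.8% with sequences of at least 2 reads and 38.9% from pooled reads. The miR165/166 mean stayed above that of miR2009 under each of these settings.

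The ratio of miR169b-3p to miR169b-5p, 68.6, was 142.8 with exact sequences, 83.6 with end variants within 1 nt and 136.7 with shortened variants. The ratio of miR9655-5p to miR9655-3p, 5.30, was 4.66 with mismatches. That of miR9670 stayed within its interval. The counts of known miRNAs detected, of newly identified sequences below 100 TPM and of leading substituted variants stayed within 1.5 times their value under the alternatives for them. The causes of these shifts were not tested.

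The comparisons between 2 libraries of the 10 miRNAs chosen for qRT-PCR were recomputed under the same alternatives for counting and scaling, which was decided after seeing the data. In 8 of the 30 comparisons the direction reversed under at least 1 alternative. From 14 to 28 DPA, the log2 change of miR166a went from -0.19 to 0.43 with TMM factors and 0.58 with DESeq2's size factors, and that of miR5048.2 from -0.33 to 0.29 and 0.44 with the same 2 scalings. With DESeq2's size factors the changes of miR167d and miR827 from 14 to 28 DPA went from -0.67 to 0.10 and from -0.63 to 0.14. From 7 to 28 DPA, the change of miR156b went from -0.39 to 0.17 with TMM factors and 0.027 with DESeq2's size factors. Scaled to the reads of 20 to 22 nt, those of miR164 and miR319b went from 0.18 to -0.28 and from 0.12 to -0.35, and with exact sequences that of miR5048.2 went from 0.82 to -0.14. The reversals with another scaling follow from the shift that a scaling gives to all sequences of a library alike, such as -0.36 at 14 DPA and 0.26 at 28 DPA on the log2 scale with TMM factors. Which scaling is nearer to the abundances in the grain was not tested. For the reversal of miR5048.2 with exact sequences, the cause was not tested. The other 22 comparisons kept their direction. The highest library of a family also changed with scaling, for 18 of the 55 families of Fig 3.

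Of the 526 values computed under an alternative, 452 stayed the same, 11 reversed, 5 became weaker, 3 became stronger and 55 moved, 29 of them in the results above and 26 in shares of 24-nt reads, shares of known miRNA reads and the abundance of 5′_D8 and 3′_D2. With 1 library per stage, depth limits the low values. At 28 DPA a family below 0.297 TPM lay under the floor of 3 reads, and the absence of replicates leaves the spread between grains unknown.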

Differences from the paper's values

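The paper's TPM values in S3 Table, S4 Table and Table 2 were set against those computed here for the 74 families or sequences with more than 10 TPM in at least 1 library. Of 296 values, 28 differed by more than 1.5 times and lay outside the interval, 26 of them higher here and 2 lower. The totals of Table 1, the size shares, the miR165/166 and miR2009 means and the reads of known miRNAs in S2 Table lay within 1.5 times of the paper's values.

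For 3 values, none of the alternatives set before the data were examined closed the gap. TPM of family miR5139 at 28 DPA was 5.45 against the paper's 30.62, TPM of Ta-miRn15 at 28 DPA was 7.73 against the paper's 0.10, and TPM of Ta-miRn17 at 28 DPA was 8.72 against the paper's 0.00.

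For family miR393 at 28 DPA the value was 2.77 TPM against the paper's 1.49 TPM, and exact sequences and shortened variants closed the gap while the other alternatives did not. For family miR5054 the values were 13.1 TPM at 14 DPA against the paper's 6.87, 5.35 at 21 DPA against the paper's 2.97 and 3.77 at 28 DPA against the paper's 1.59. Exact sequences and shortened variants closed all 3 gaps, TMM factors and DESeq2's size factors that at 14 DPA, and end variants within 1 nt that at 28 DPA. For family miR6300 the values were 12.2 TPM at 7 DPA against the paper's 6.89, 6.20 at 14 DPA against the paper's 1.73, 8.00 at 21 DPA against the paper's 3.69 and 19.1 at 28 DPA against the paper's 11.6. Exact sequences and shortened variants closed all 4 gaps, TMM factors that at 7 DPA and scaling to the reads of 20 to 22 nt that at 28 DPA. For family miR5139 the values were 51.7 TPM at 7 DPA against the paper's 34.09 and 17.5 at 21 DPA against the paper's 10.09. Exact sequences, end variants within 1 nt and shortened variants closed both, and TMM factors and DESeq2's size factors that at 7 DPA. For family miR5071 at 14 DPA the value was 69.2 TPM against the paper's 113.23, within 1.5 times or its interval only with sequences of at least 2 reads. For family miR5175 at 21 DPA it was 24.9 TPM against the paper's 15.99, and end variants within 1 nt alone closed the gap. For family miR9677a at 28 DPA, 1 read gave 0.0991 TPM against the paper's 0, and exact sequences, end variants within 1 nt and sequences of at least 2 reads closed the gap.

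For Ta-miRn3a the values were 28.3 TPM at 14 DPA against the paper's 9.81, 35.3 at 21 DPA against the paper's 8.88 and 11.1 at 28 DPA against the paper's 2.97. End variants within 1 nt closed all 3 gaps, and exact sequences and shortened variants that at 14 DPA. For Ta-miRn6a the values were 11.3 TPM at 7 DPA against the paper's 7.30, 77.8 at 14 DPA against the paper's 43.70, 135.5 at 21 DPA against the paper's 36.49 and 61.3 at 28 DPA against the paper's 14.17. End variants within 1 nt closed those at 7, 14 and 21 DPA, exact sequences those at 7 and 28 DPA, shortened variants those at 7, 14 and 28 DPA, and TMM factors and DESeq2's size factors those at 7 and 14 DPA. For Ta-miRn6b the values were 176.5 TPM at 21 DPA against the paper's 82.80 and 55.1 at 28 DPA against the paper's 31.91. End variants within 1 nt closed both, exact sequences and shortened variants that at 21 DPA and scaling to the reads of 20 to 22 nt that at 28 DPA. For Ta-miRn16 the values were 8.61 TPM at 14 DPA against the paper's 3.74, 14.9 at 21 DPA against the paper's 8.09 and 20.2 at 28 DPA against the paper's 8.32, and exact sequences, end variants within 1 nt and shortened variants closed all 3. Alternatives not named for a value left it apart from the paper's.

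The paper places miR827, miR319, miR894 and miR6478 among the families with a peak at 21 DPA. By TPM they were highest at 14 DPA, with 69.3, 479.5, 180.3 and 160.6 TPM against 65.0, 428.3, 133.9 and 123.0 TPM at 21 DPA. The paper's own values for these families in S3 Table are also highest at 14 DPA, so the values do not differ in this and only the grouping does. With DESeq2's size factors the 4 families were highest at 21 DPA, and with TMM factors miR894 was highest at 28 DPA and the others at 21 DPA. The paper's text places miR9666 in the group with a peak at 28 DPA, while Fig 3 places it with the peak at 21 DPA. The family had 339.2 TPM at 21 DPA and 313.7 TPM at 28 DPA. The paper describes miR166 in qRT-PCR as decreasing gradually from 7 to 28 DPA, with sequence abundance changing alike, and the reads of miR166a rose from 2883 TPM at 21 DPA to 3481 TPM at 28 DPA. The paper's own values for miR166a in S3 Table also rise between these stages. Scaling to the reads of 20 to 22 nt shifts the 21 and 28 DPA libraries by 0.05 and -0.24 on the log2 scale. That is enough to remove the rise of miR166a computed here, so its direction depends on the scaling.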

Other observations

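The tests of reads per sequence by length class and of the ratio of miR9678 to miR154-5p were chosen only after their results were seen. The comparisons of sharing other than that of 21 DPA with 7 DPA were also examined only afterwards. The other tests were set before.

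In the 21 and 28 DPA libraries the number of unique sequences had a second peak, at 6 and 7 reads per sequence. The ratio of the numbers of sequences at successive read numbers, taken at the peak under Poisson sampling, gives an estimate of 6.84 and 7.72 reads per molecule. Taken at 1 read, it gives 1.04 and 1.17 at 7 and 14 DPA, where there is no second peak. If few molecules had each been amplified and read several times, every length class might show the peak. A second peak was found in 17 of the 22 length classes of the 2 libraries. It lay between 5 and 8 reads in 14 classes and at 3 or 4 reads in 3 others, so neither its presence nor its position was the same in every class. Under 2 earlier definitions, the commonest number of reads among all sequences and among those with at least 2 reads, the counts were 0 and 11 of 22. The range searched for a peak was also shortened after the result was seen. None of the 22 classes of the 7 and 14 DPA libraries had a second peak. An origin in moderately abundant small RNAs was tested through the sharing of sequences between libraries. Of the sequences with 5 to 8 reads at 21 DPA, 11.1% were found at 14 DPA, against 34.1% of such sequences from 7 DPA. The 21 DPA library is deeper, at 30638998 against 17133120 reads, so the same number of reads stands for a lower abundance there, and the 2 sets differ in size, with 843110 and 173968 sequences. At 28 DPA, a comparison examined only after the result was seen, the library is shallower than that of 7 DPA, with 10090349 reads, and the set is of similar size, with 199931 sequences. Of these, 16.0% were found at 14 DPA. The libraries of 28 and 14 DPA lie 14 days apart, however, and those of 7 and 14 DPA 7 days. Of the sequences with 5 to 8 reads at 7 DPA, a library without the second peak, 17.5% were found at 21 DPA, also 14 days apart, and 8.41% at 28 DPA. Sharing thus fell from 14 to 28 DPA for a library without the peak as well. The libraries searched also hold fewer unique sequences in that order, 3367889, 2429108 and 890644, so distance and library size are not separated. Of the set from 21 DPA, 3.41% were found at 28 DPA, 7 days apart, and 6.67% at 7 DPA, 14 days apart. At 14 days apart, the sharing of the 28 DPA library was not clearly lower, but the libraries searched were not the same. At 7 days apart it was lower. Of the 28 DPA set, 17.5% were found at 21 DPA, against 29.2% of the 189698 such sequences from 14 DPA, a library without the peak. These comparisons do not separate repeated reading of molecules, low abundance and a change with the stage of the grain, and the source of the second peak stays open.

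Reads counted several times per molecule could make the comparison of families too favourable. After reads and totals were divided by the estimated reads per molecule, 71 of the 72 families still passed at p under 0.01, and miR2018 did not. Dividing the reads and the total of a library by the same number lowers the counts but leaves the TPM values nearly unchanged. It does not cover repetition that differs between sequences. The division therefore cannot show how many of the 72 calls come from repeated reading. The simulated libraries without any change, described with the processing, bear more on the count of families.

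The nearly complete absence of miR166d and miR166g at 21 DPA, with 3 and 2 reads, was tested against base-calling errors. These sequences differ from miR166a at position 4 alone and had 3589 and 184 reads at 7 DPA, 1080 and 42 at 14 DPA and 1068 and 85 at 28 DPA. Among the 200 most abundant sequences, the median share of reads substituted at position 4 was 25.3 times that at other positions at 28 DPA, 9.03 times at 7 DPA and 7.39 times at 14 DPA, but 0.637 times at 21 DPA. Position 4 ranked first of 18 in the former 3 libraries. Sequencing errors at cycle 4 in these 3 libraries are therefore a candidate source of the reads counted for miR166d and miR166g. The reads of miR166d were 1.71%, 1.81% and 3.04% of those of miR166a at 7, 14 and 28 DPA. The median shares at position 4 were lower, at 0.475%, 0.441% and 1.31%. Those of miR166g, 0.0876%, 0.0706% and 0.242%, lay below these medians. Errors at the median share would thus not reach the reads of miR166d. No biological explanation was tested for this pattern.

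Some listed sequences lie inside longer tags. Of 192 listed sequences with at least 10 reads in tags that contain them, 5 had more than 50% of these reads in tags of 25 nt or longer. They were miR6300 (99.8%), miR9773 (85.1%), miR5054 (81.7%), Ta-miR128 (66.4%) and miR9653a-3p (56.9%). The median over the others was 0.282%. miR6300 and miR5054 are listed at 18 nt, and fragments of a longer RNA are a candidate source of their reads. miR9773 and Ta-miR128 are listed at 24 and 23 nt, so a tag of 25 nt exceeds them by 1 and 2 nt only, and for them the test says little. No biological explanation was tested.

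The 24-nt share was lowest at 28 DPA. A few very abundant sequences of other lengths were tested as the source. Without the 100 most abundant sequences of each library, the share was 37.1% at 28 DPA, still the lowest, against 54.0% at 7 DPA, 48.7% at 14 DPA and 48.6% at 21 DPA. Degradation of longer RNA was not tested, and with 1 library per stage the lower share cannot be told apart from a difference between library preparations.

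miR9678 and miR154-5p overlap over most of their length. Were they end-shifted products of 1 precursor arm, their ratio might stay steady. It was 3.51 at 14 DPA, 2.87 at 21 DPA and 39.7 at 28 DPA, a span of 13.9 times, and neither was read at 7 DPA. No biological explanation was tested.

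Of the 72 families past the threshold, 17 are not in Fig 3, and 14 of these changed at least 2-fold. The 5 with the smallest p were miR9662-5p, miR9659-5p, miR9655-3p, miR5083 and Ta-miRn3. miR9662-5p had 323.1 TPM at 7 DPA and 88.5 TPM at 14 DPA, and its highest library was 21 DPA with TMM factors or DESeq2's size factors. miR9659-5p had 36.0 TPM at 7 DPA and no read at 28 DPA (p = 1.9e-124, Fisher's exact test). miR9655-3p had 38.8 TPM at 14 DPA and 3.96 TPM at 28 DPA (p = 7.5e-83, Fisher's exact test), and was highest at 7 DPA with DESeq2's size factors and when scaled to the reads of 20 to 22 nt. miR5083 had 12.2 TPM at 7 DPA and no read at 14 DPA (p = 1.1e-57, Fisher's exact test). Ta-miRn3 had 36.6 TPM at 21 DPA and 11.1 TPM at 28 DPA (p = 4.1e-45, Fisher's exact test), and was highest at 7 DPA with exact sequences, end variants within 1 nt or shortened variants.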
